# Absence of major epigenetic and transcriptomic changes accompanying an interspecific cross between peach and almond

**DOI:** 10.1093/hr/uhac127

**Published:** 2022-05-26

**Authors:** Carlos de Tomás, Amélie Bardil, Raúl Castanera, Josep M Casacuberta, Carlos M Vicient

## Abstract

Hybridization has been widely used in breeding of cultivated species showing low genetic variability, such as peach (*Prunus persica*). The merging of two different genomes in a hybrid often triggers a so-called “genomic shock” with changes in DNA methylation and in the induction of transposable element expression and mobilization. Here, we analysed the DNA methylation and transcription levels of transposable elements and genes in leaves of *Prunus persica* and *Prunus dulcis* and in an F1 hybrid using high-throughput sequencing technologies. Contrary to the “genomic shock” expectations, we found that the overall levels of DNA methylation in the transposable elements in the hybrid are not significantly altered compared with those of the parental genomes. We also observed that the levels of transcription of the transposable elements in the hybrid are in most cases intermediate as compared with that of the parental species and we have not detected cases of higher transcription in the hybrid. We also found that the proportion of genes whose expression is altered in the hybrid compared with the parental species is low. The expression of genes potentially involved in the regulation of the activity of the transposable elements is not altered. We can conclude that the merging of the two parental genomes in this *Prunus persica* x *Prunus dulcis* hybrid does not result in a “genomic shock” with significant changes in the DNA methylation or in the transcription. The absence of major changes may facilitate using interspecific peach x almond crosses for peach improvement.

## Introduction

Interspecific hybridization is a highly relevant process in plant evolution and breeding, as it can result in phenotypic changes and sexual isolation and be at the origin of new species [1]. Hybridization results in the combination of diverged and novel genes, which can have strong consequences on the phenotype [2]. Hybridization can also induce epigenetic changes, including changes of DNA methylation and in the populations of small RNAs [2]. The genomic changes frequently induced by merging two different genomes can be so wide that they have been frequently referred to as “genomic shock” [3]. For example, important changes in gene expression have been observed in interspecific crosses of species of *Senecio, Tragopogon* or *Gossypium* [4, 5, 6]. On the other hand, structural genome changes have also been reported, in particular the activation of transposable elements (TEs). The transcriptional activation of TEs has been reported in interspecific crosses of, for example, *Spartina*, *Solanum* or *Nicotiana* [7, 8, 9]. Transpositional activation of different TEs was also reported in rice introgression lines derived from crosses with *Zizania latifolia* [10] and increases in TE copy number has been reported in interspecific hybrids of *Helianthus* and *Aegilops* [11, 12]. The activation and mobilization of TEs after hybridization can induce important genome changes through many mechanisms [2], in line with Barbara McClintock ideas of TEs as controller elements helping to reorganize the genome to overcome stress situations [13].

TE activity is tightly controlled by epigenetic mechanisms and DNA methylation is the most obvious and frequent chromatin modification associated to TE silencing [14]. The mutation of different enzymes responsible of DNA methylation and chromatin modification results in a decrease of DNA methylation and induces the activation of plant TEs [15]. Similarly, some biotic and abiotic stresses can result in a decrease of the DNA methylation and can activate the TE transcription and mobilization [16]. The merging of two different genomes in allopolyploids can also induce changes in DNA methylation and gene expression, with important consequences on the phenotype [17]. For example, changes in DNA methylation at the *CONSTANS-LIKE2* gene have an impact on the flowering time in domesticated cotton allotetraploid species [18], and changes in histone modifications in Arabidopsis hybrids and allopolyploids results in an increased biomass, vigour and in starch accumulation [19]. Massive changes in DNA methylation in TEs have been observed in newly formed hybrids, as, for example, in wheat allohexaploid [20]. A decrease in 24-nt small RNAs, which are responsible for DNA methylation, has been shown in F1 allopolyploids between *Arabidopsis thaliana* and *Arabidopsis arenosa* and in intraspecific hybrids of *Arabidopsis thaliana* [21, 22]. Therefore, the merging of two genomes can modify the epigenetic silencing of TEs and frequently results in TE activation that can induce further changes in the genome. However, examples where the merging of two different genomes does not result in changes in TE activity and genome structure have also been reported, for example, in crosses between *Arabidopsis thaliana* and *Arabidopsis lyrata* [23]. TE proliferation has also been reported to be rare in natural *Helianthus* hybrids, despite their widespread transcriptional activity [24]. The reasons for this unpredictable outcome of the merging of two different genomes, and in particular, on TE activation, are not known but it could be related to the level of genome divergence between the two progenitors [2, 7].

Peach (*Prunus persica*) is one of the best-characterized species among the family *Rosaceae* and an important stone fruit crop [25]. Peach does not have a functional gametophytic self-incompatibility system and mainly behaves as self-pollinating, and consequently, it shows low levels of genetic diversity [26]. For this reason, breeders have started to explore the possibility to use other *Prunus* species as an additional source of variability [27]. Almond (*Prunus dulcis*) is one of the closest species to peach, both belonging to the subgenus *Amygdalus* [28]. Peach and almond are diploid (2n = 2x = 16) and have relatively small genomes (about 300 Mbp) which has been sequenced [25, 29]. The two genomes show a high level of similarity and are mainly syntenic [29]. Most almond cultivars are self-incompatible and the almond genome is seven times more variable than peach [30]. Peach and almond can be crossed to produce hybrids that are frequently fertile [31]. In consequence, almond has been considered as an interesting source of novel alleles for peach breeding [27]. Here we investigated to what extend the crosses of peach and almond result in the activation of TEs that could lead to a “genomic shock”.

## Results

### A**nalysis of the potential changes in the DNA methylation of the transposable elements in the peach x almond hybrid**

TE activity is tightly controlled by epigenetic mechanisms [14] and DNA methylation is the most obvious and frequent chromatin modification associated to TE silencing [15]. In consequence, we decided to analyse the TE methylation levels in a peach x almond F1 hybrid and compare them with that of the two parental genomes. Therefore, we performed whole genome bisulphite sequencing of DNA extracted from leaves of almond, peach and an almond x peach F1 hybrid. 

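The plants were almond cv Texas, peach cv Early Gold and their F1 hybrid MB 1.37, and bisulphite treatment converts unmethylated cytosines so that they are read as thymines. The authors sequenced 2 bisulphite libraries per genotype, 6 in all, as pairs of 150 base reads. The paper gives conversion rates measured on chloroplast DNA of 97% for almond and of 98% for both the hybrid and peach. The authors aligned the reads with Bismark 0.19.1, allowing 1 mismatch in the seed, and kept cytosines covered at least 3 times. With SeqMonk 1.41 they then computed the percentage of methylated calls of each annotated TE in the CG, CHG and CHH contexts, where H is any base but G. The deposited tables list 35676 TEs of the almond genome and 33879 TEs of the peach genome, and give the hybrid's percentage beside that of the parent on the same TE. They hold 1 percentage per TE, context and genotype, so the 2 libraries of a genotype cannot be told apart and no difference can be set against the spread between replicates. No coverage is listed, and the depth behind each percentage is unknown. The methylation level of a genotype was taken here as the mean percentage over all TEs with a value in that genotype. The interval given with a mean difference is the 95% interval of 1000 bootstrap draws over TEs, which are not replicates.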

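A TE was counted as covered where the deposited table gave a percentage in at least 1 of the 3 cytosine contexts. In almond this held for 24072 of the 35676 TEs, or 67.5%, and in peach for 23267 of the 33879 TEs, or 68.7%. The covered length of each TE is not in the tables, so a minimum share of the length could not be applied to them. Coverage differed between the TE classes, and was lowest for MITEs, with 43.9% of the 10432 MITEs of the almond table and 42.5% of the 8734 MITEs of the peach table. It was 73.7% for LTR retrotransposons in almond and 73.5% in peach. Among the LINEs whose class was known here, 87.8% were covered in almond and 90.0% in peach. Among such TIRs, 87.5% were covered in almond and 89.4% in peach.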

In both peach and almond, more than half of the annotated TEs were covered by mapped reads in, at least, 25% of their length (59% in almond and 65% in peach) and were included in downstream analyses (Table 1). In order to analyze the methylation of TEs in a peach x almond hybrid we mapped the reads from the hybrid to both parental genomes independently. The sequence of the genomes of peach and almond is highly similar, with an average identity of 97.99% (20 SNPs/Kb) in regions aligning 1:1 [29]. We used mapping parameters allowing the cross-hybridization of most reads from each one of the two subgenomes of the hybrid to each of the parental genomes (see material and methods section). When the reads of the hybrid were mapped onto the almond reference genome, 39% of the TEs were covered by uniquely mapped reads on at least the 25% of their length, whereas this percentage was higher (50%) when they were mapped onto the peach genome. 

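On the almond genome, 19264 TEs, or 54.0% of those listed, had a percentage in the hybrid in at least 1 context, and on the peach genome 19432 TEs did, or 57.4%. The loss of coverage in the hybrid was not even over TEs. Of the TEs with a CHH value in almond, 5259 had none in the hybrid. Their median length was 385 bp, against 1846 bp for the 18663 TEs with a CHH value in both, and 39.0% of them were MITEs, against 13.2%. On the peach genome 4322 TEs had a CHH value in peach and none in the hybrid. Their median length was 387 bp, against 1953 bp for the 18822 TEs with both values, and 41.4% of them were MITEs, against 9.91%. The share of MITEs covered in the hybrid was 25.5% on the almond genome and 23.3% on the peach genome.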

A global analysis of TE methylation in both peach and almond and in their hybrid shows that the patterns of DNA methylation are in general similar (Figure 1). 

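The tables allow a comparison TE by TE wherever both genotypes have a value. Between almond and the hybrid, the percentages of a TE lay within 10 percentage points of each other for 91.5% of 17299 TEs in CG, for 85.3% of 17393 TEs in CHG and for 94.1% of the TEs in CHH. Between peach and the hybrid, this held for 90.9% of 17337 TEs in CG, for 76.3% of 17470 TEs in CHG and for 93.7% of the TEs in CHH. The median difference of a TE, hybrid minus almond, was −0.0929 percentage points in CG, −0.488 in CHG and 0.537 in CHH. Against peach the median difference was −1.62 in CG, −5.03 in CHG and −0.0772 in CHH. Without separate values for the replicates, it is not known how far 2 libraries of the same genotype would differ on a TE.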

As commonly found in plants [32] the highest mean methylation was observed in CG context in both the parents and in the hybrid (about 90%, in average), followed by the CHG context (about 60%, in average) and the CHH context (about 15%, in average). 

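The mean methylation level of TEs in almond was 88.8% in CG over 21998 TEs, 62.6% in CHG over 22239 TEs and 16.4% in CHH over 23922 TEs. In peach it was 90.8% in CG over 21403 TEs, 65.3% in CHG over 21672 TEs and 17.2% in CHH over 23144 TEs. For the hybrid on the almond genome the means were 88.0% in CG, 62.1% in CHG and 14.8% in CHH. On the peach genome they were 88.7% in CG, 61.3% in CHG and 15.0% in CHH. The levels varied widely between TEs, with an SD over TEs of 16.0 points in CG, 20.6 in CHG and 18.7 in CHH in almond, and of 17.2, 22.0 and 19.7 points in the same contexts in peach. In CHH the distribution was skewed, and its median was 9.45% in almond and 9.42% in peach.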

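The mean level of the hybrid on the almond genome minus that of almond was −0.804 percentage points in CG (95% interval −0.973 to −0.649), −0.512 in CHG (−0.715 to −0.307) and −1.61 in CHH (−1.80 to −1.43). On the peach genome the hybrid minus peach was −2.13 points in CG (−2.31 to −1.97), −4.04 in CHG (−4.26 to −3.83) and −2.23 in CHH (−2.40 to −2.04). Which TEs entered the means moved the CHH differences most among the alternatives tried. Over the TEs with a value in both genotypes, the CHH difference was 0.910 points against almond, with 38.6% of the TEs lower in the hybrid. Against peach it was 0.0269 points, with 51.8% of the TEs lower in the hybrid.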

A comparison of the levels of methylation in peach and almond genomes shows a small although significant demethylation in the hybrid in all contexts in comparison to the two parental except in the comparison to almond in CHH context (Figure 1). The levels of DNA methylation in the hybrid were compared to both peach and almond independently. In all the cases in the parental genomes the TEs showed a higher level of methylation than in the hybrid, but the differences were always small, with a maximum of 4.6% when comparing to peach genome (CHG context) and 0.7% when comparing to almond genome (CHG context) (Figure 1).

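Over the TEs with a value in both genotypes, the CHG difference was −4.70 percentage points against peach and −0.634 against almond, and the CG difference was −2.44 against peach and −0.828 against almond. In CHG, 79.7% of these TEs were lower in the hybrid than in peach and 54.8% were lower than in almond. The means of single chromosomes were below 0 on 8 of 8 chromosomes in both CG and CHG, on the almond as on the peach genome. In CHG they ranged from −5.34 to −4.22 points against peach and from −0.867 to −0.184 against almond. In CG they ranged from −3.03 to −1.95 points against peach and from −1.45 to −0.622 against almond. In CHH the mean was above 0 on every one of the 8 chromosomes of almond, between 0.825 and 1.03 points. Against peach it was below 0 on 3 of the 8 chromosomes and ranged from −0.342 to 0.252 points.

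**Figure D1:**
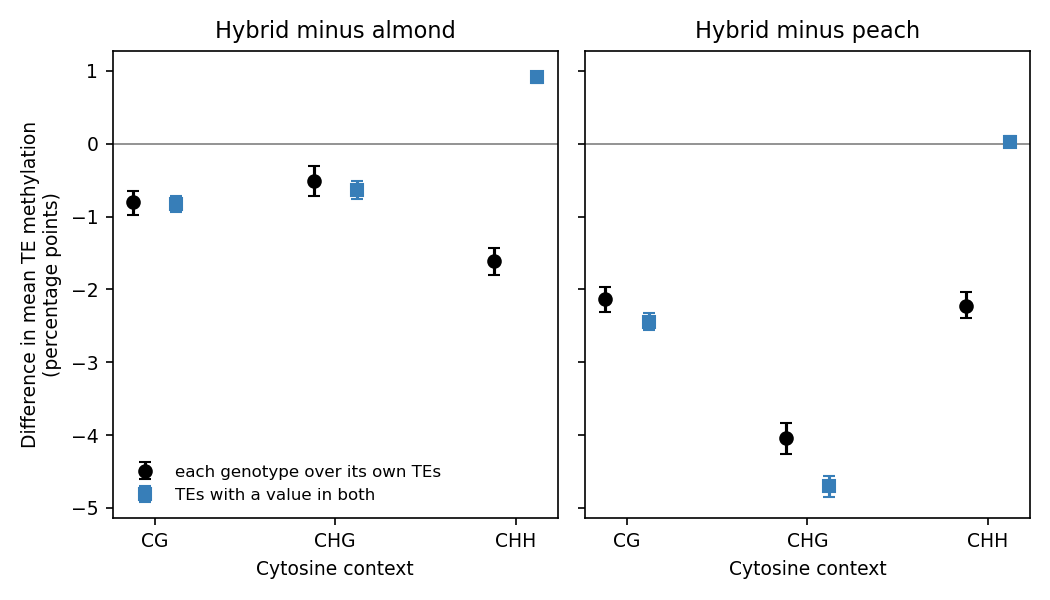
Mean methylation level of TEs in the hybrid minus that in each parent, in percentage points, for the CG, CHG and CHH contexts. Circles give the difference of the means over each genotype's own TEs, with the 95% bootstrap interval over TEs. Squares give the mean over TEs with a value in both, with the 95% interval from the standard error over TEs. The circle for CHG against peach lies lowest among the circles, at −4.04, and the CHH differences lie below 0 as circles and above 0 as squares.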

**Table 1:** **Percentage of TE elements covered in at least 25% of their annotation in the DNA methylation analyses.** In the hybrid, the TE elements were compared to the almond and peach genomes separately

	**Peach**	**Almond**	**Hybrid (Peach ref.)**	**Hybrid (Almond ref.)**
**Total**	65	59	50	39
**LTR retro.**	68	61	55	42
**LINE**	92	82	83	69
**MITE**	52	53	35	31
**TIR**	66	55	52	37

**Figure 1:**
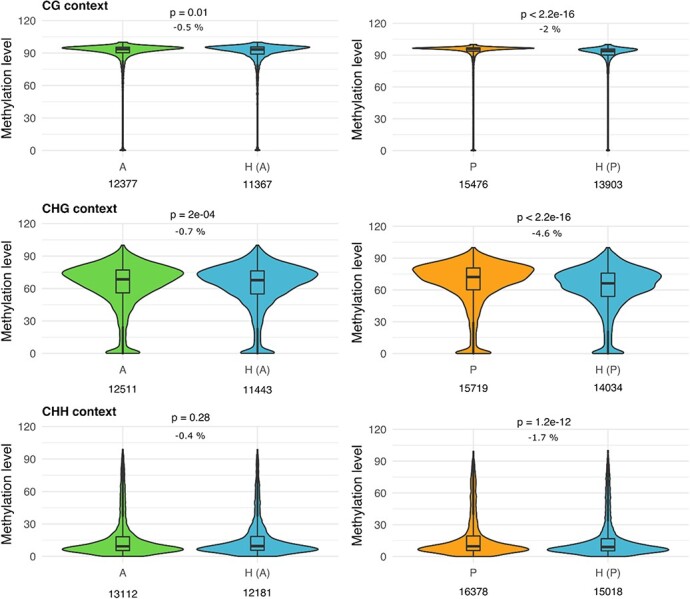
**Distribution of the DNA methylation levels in the transposable elements.** Violin plots for the distribution of mean methylation levels (expressed in percentage) for different methylation sites (CG, CHG and CHH) in transposable elements of the genomes of almond (A, in green), peach (P, in orange) and the interspecific hybrid (H, in blue). H (A) and H (P) represent the methylation levels of the hybrid computed using Almond or Peach genome, respectively. Statistical significance of the differences between parentals and the hybrid is presented (Wilcoxon test p-value), along with the mean methylation differences (average % of methylation in the hybrid minus average % of methylation in the parental). The numbers in the bottom represent the total number of elements analysed in each case.

We then analysed separately the four most abundant classes or TEs present in peach and almond [29] (Figure 2): LTR-retrotransposons, LINEs, MITEs and TIRs. 

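The class of each TE was taken from the part of the published annotation used here, which held the LTR retrotransposons and MITEs nearly in full but the LINEs and TIRs only in part. It gave 834 LINEs of almond and 650 of peach, where the paper's reported numbers are 1282 and 1179. It gave 2234 TIRs of almond and 2322 of peach, where the paper's reported numbers are 4972 and 5313. The values of these 2 classes therefore rest on the copies held. Over 4 classes, 3 contexts and both parents there were 24 differences between the hybrid and a parent, and 21 of them were below 0. The exceptions were MITEs in CHG against almond, and MITEs in CHH and LINEs in CG against peach. The difference farthest from 0 was that of TIRs in CHG against peach, at −4.42 percentage points (95% interval −4.89 to −3.94). Limited to the 1763 TIRs with a value in both genotypes it was −5.02 points.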

In general, the levels of methylation comparing the hybrid with the parental genomes are very similar with a maximum difference of 5,1% (TIR, Peach vs Hybrid, CHG). The levels of methylation for LTR retrotransposons in the three genomes are similar to the ones obtained for the total TEs (Figure 1). This result was expected due that LTR retrotransposons represent most of the genome space occupied by TEs. 

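LTR retrotransposons made up 18719 of the TEs listed for almond and 18798 of those listed for peach. Their mean methylation in almond was 89.9% in CG, 64.4% in CHG and 13.5% in CHH, and in peach it was 92.9%, 67.8% and 14.8% in the same contexts. In the hybrid on the almond genome it was 89.1% in CG, 63.9% in CHG and 13.2% in CHH. On the peach genome it was 90.5% in CG, 63.6% in CHG and 13.7% in CHH.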

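For LTR retrotransposons, the hybrid minus almond was −0.811 percentage points in CG (95% interval −0.990 to −0.625), −0.471 in CHG (−0.688 to −0.224) and −0.342 in CHH (−0.544 to −0.145). The hybrid minus peach was −2.43 points in CG (−2.59 to −2.27), −4.17 in CHG (−4.40 to −3.94) and −1.11 in CHH (−1.32 to −0.914). Of the 11004 LTR retrotransposons with a CHG value in both peach and the hybrid, 81.8% were lower in the hybrid, by a mean of −4.86 points. Over the LTR retrotransposons with values in both, the CHH difference was above 0, at 0.860 points against almond and 0.168 against peach.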

The methylation levels of the hybrid are similar to the two parentals except in the case of CHG which is 4,8% higher in peach than in the hybrid. LINE methylation shows a bimodal distribution, with average levels smaller than in the LTR retrotransposons, especially in the CG and CHG contexts. 

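Among LINEs with a CG value in almond, 21.3% had a level under 20%, 56.8% a level over 80% and 22.0% a level in between. In peach these shares were 22.4%, 56.5% and 21.0%, in the same order. Of the LTR retrotransposons, 92.3% in almond and 94.5% in peach had a CG level over 80%. The mean level of LINEs was 64.6% in CG, 34.8% in CHG and 4.06% in CHH in almond, and 64.9%, 32.9% and 3.82% in peach. In the hybrid 50.6% of the LINEs on the almond genome and 53.5% of those on the peach genome had a CG level over 80%. The hybrid minus peach was 0.0885 percentage points in CG (95% interval −1.66 to 1.75) as a difference of means, but −6.05 as a difference of medians. In CHG it was −0.529 points (−1.97 to 0.815) for the means and 6.70 for the medians. Against almond the differences of the means were −0.619 points in CG (−2.04 to 0.868) and −0.889 in CHG (−2.10 to 0.279).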

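The mean methylation of MITEs in almond was 90.0% in CG over 3751 MITEs, 66.8% in CHG over 3818 MITEs and 36.0% in CHH over 4512 MITEs. In peach it was 87.0% in CG over 3007 MITEs, 65.4% in CHG over 3120 MITEs and 40.7% in CHH over 3656 MITEs. The SD of the CHH level over MITEs was 25.1 points in almond and 25.7 in peach. A CHH level over 20% was found in all but 36.5% of the MITEs of almond and 28.6% of those of peach.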

In the case of the MITEs, the average levels of methylation were similar to the LTR retrotransposons in the CG and CHG contexts, but significantly higher in CHH. This is similar to what has been previously found in different rice tissues [33]. When comparing the hybrid with the parental genomes, we observed that MITEs in peach are more methylated than in the hybrid in the CG and CHG contexts, but equally methylated in CHH. 

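The hybrid minus peach over MITEs was −2.36 percentage points in CG (95% interval −3.35 to −1.45), −2.30 in CHG (−3.37 to −1.14) and 2.06 in CHH (1.14 to 3.00). The CHH difference changed its sign with the choice of MITEs. Over the 1865 MITEs with a CHH value in both genotypes it was −0.489 points, and over MITEs of at least 500 bp it was −0.0665 points.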

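Over MITEs, the hybrid minus almond was −0.114 percentage points in CG (95% interval −0.629 to 0.419), 1.25 in CHG (0.587 to 1.99) and −0.675 in CHH (−1.36 to 0.0715). The CG and CHH intervals included 0 and the CHG interval did not, but over MITEs with a CHG value in both genotypes the difference was 0.191 points. The CHH difference was 2.24 points over the 2462 MITEs with a value in both genotypes and 0.808 points between the medians. With MITEs of at least 500 bp alone, the CG difference was 1.48 points.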

No significant differences were found when comparing MITE methylation in almond and the hybrid in any of the three contexts. 

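The mean methylation of TIRs in almond was 90.9% in CG over 1886 TIRs, 60.4% in CHG over 1864 TIRs and 10.5% in CHH over 1945 TIRs. In peach it was 93.6% in CG over 2030 TIRs, 64.3% in CHG over 2018 TIRs and 10.4% in CHH over 2073 TIRs. In CHG the mean of LTR retrotransposons was 4.03 percentage points above that of TIRs in almond and 3.50 points above it in peach. Weighted by TE length, it was 3.17 points above in almond, and in peach the difference was −0.184 points.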

Finally, the average levels of methylation in TIRs are similar to LTR retrotransposons with only a lower overall methylation in the CHG context of about 10–15%. 

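Over TIRs, the hybrid minus almond was −0.937 percentage points in CG (95% interval −1.34 to −0.510), −0.0860 in CHG (−0.679 to 0.510) and −0.411 in CHH (−0.756 to −0.0882). Over the TIRs with a value in both genotypes the CHH difference was 0.406 points.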

Comparing the levels in the hybrid with the level in almond, they are very similar. The TIR methylation levels in peach are a slightly higher than in the hybrid (5,1% in the CHG context). 

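Besides CHG, the TIRs of peach differed from the hybrid by −2.42 percentage points in CG (hybrid minus peach, 95% interval −2.78 to −2.05) and by −0.894 in CHH (−1.27 to −0.571). In CHG, 82.8% of the TIRs with a value in both genotypes were lower in the hybrid.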

In conclusion, we observed differences in the methylation levels of the different classes of TEs but only minor differences when comparing the genomes of the hybrid with the genomes of the two parentals. In spite of these minor differences, the methylation profile of the hybrid was more similar to the almond parental, with only a few exceptions such as LINEs in CHG or MITEs in CHH context.

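Over 4 classes and 3 contexts, the hybrid lay closer to almond than to peach in 10 of the 12 mean differences, and the exceptions were LINEs in CG and in CHG. When limited to the TEs with a value in both the hybrid and the parent, 8 of the 12 differences were smaller against almond. The exceptions were then LINEs in CG, and LTR retrotransposons, MITEs and TIRs in CHH. The hybrid values on each genome come from alignments to that genome, and the difference between both comparisons could not be tested with 1 value per genotype. From the size of the differences over all TEs and by class, the paper concludes that only minor differences separate the hybrid from its parents, while the TE classes differ from each other.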

**Figure 2:**
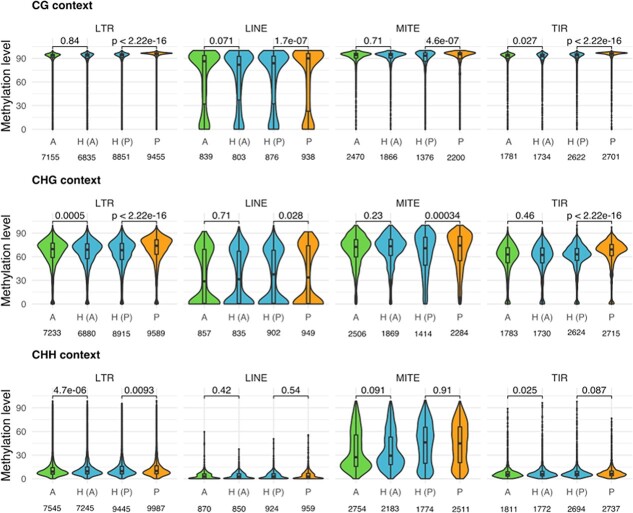
**Distribution of the DNA methylation levels in the transposable elements separated by categories.** Violin plots for the distribution of mean methylation levels (expressed in percentage) for different methylation sites (CG, CHG and CHH) in different classes of transposable elements separately (LTR retrotransposons, LINEs, MITEs and TIRs) in the genomes of almond (A, in green), peach (P, in orange) and the hybrid (H, in blue). H (A) and H (P) represent the methylation levels of the hybrid computed using Almond or Peach genome, respectively. Statistical significance of the differences between parentals and the hybrid is presented (Wilcoxon test p-value). The numbers in the bottom represent the total number of elements analysed in each case.

### Analysis of the differentially methylated regions in the peach x almond interspecific hybrid

The absence of major differences in DNA methylation between parental genomes and the hybrid does not discard the existence of local specific differences that could affect the transcriptional activities of some specific TEs. We therefore decided to analyse the possible presence of differentially methylated regions (DMRs) between the parental lines and the hybrid. We quantified the presence of DMRs in genes, the upstream regions of genes and in LTR retrotransposons comparing the hybrid with the two parental genomes (Table 2). We concentrated on LTR-retrotransposons, as these are the most prevalent TEs in peach and almond genomes [29]. In all the cases, the percentages of DMRs with higher methylation in the hybrid respect to the parents are always around 50%, with a maximum difference of 59% in LTR retrotransposons.

**Table 2:** **DMRs found when comparing the hybrid genome with the parental almond and genomes.** We distinguish between the three different targets of methylation (CG, CHG and CHH), three different regions of the genome (LTR retrotransposons, genes and upstream genes) and those DMRs showing higher methylation in the hybrid (Hybrid > Almond; Hybrid > peach) and showing higher methylation in the parental genome (Almond > Hybrid; Peach > Hybrid). Genes means the region between the ATG and the stop codon (including introns). Upstream genes means the 1000 bp upstream the ATG

**Hybrid vs Almond**									
	**CG**			**CHG**			**CHH**		
	**Total**	**Hybrid > Almond**	**Almond > Hybrid**	**Total**	**Hybrid > Almond**	**Almond > Hybrid**	**Total**	**Hybrid > Almond**	**Almond > Hybrid**
**LTR retro.**	37	41%	59%	209	49%	51%	596	59%	41%
**Genes**	837	54%	46%	527	52%	48%	978	53%	47%
**Upstream genes**	131	46%	54%	154	50%	50%	434	52%	48%
**Hybrid vs Peach**									
	**CG**			**CHG**			**CHH**		
	**Total**	**Hybrid > Peach**	**Peach > Hybrid**	**Total**	**Hybrid > Peach**	**Peach > Hybrid**	**Total**	**Hybrid > Peach**	**Peach > Hybrid**
**LTR retro.**	41	41%	59%	765	45%	55%	722	52%	48%
**Genes**	1319	52%	48%	697	56%	44%	839	53%	47%
**Upstream genes**	254	55%	45%	235	54%	46%	672	54%	46%

When we concentrate in the LTR retrotransposon families with a higher number of DMRs (Figure 3) we found that in some cases most of the DMRs of the LTR-retrotransposons family correspond to demethylation in the hybrid. This is particularly true in the case of the CHG context when comparing peach with the hybrid (Figure 3A), but also, in minor intensity, in the CHH context (Figure 3B) or when comparing almond with the hybrid (Supplementary Data 1).

**Figure 3:**
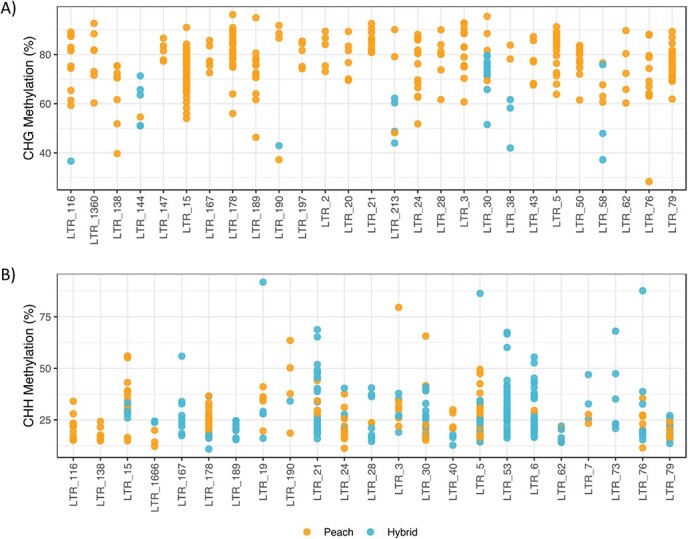
**Differentially methylated regions in LTR retrotransposons when comparing peach and hybrid genomes.** Methylation levels of DMRs in the LTR retrotransposon families comparing peach with the hybrid in CHG (A) and CHH (B) contexts. Blue dots indicate that the DMR is more methylated in the hybrid. Orange dots indicate that the DMR is more methylated in peach. Only families with at least 5 DMRs are shown.

### Analysis of the potential changes in the transcription of the transposable elements in the peach x almond hybrid

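RNA of the same genotypes was sequenced from fully expanded leaves of plants grown in the field, collected at the end of September. There were 9 libraries, 3 per genotype, which the authors made with the TruSeq stranded protocol and sequenced as pairs of 150 base reads on a NextSeq 500. They aligned the reads with Bowtie2 through RSEM to the peach transcripts joined with representative copies of the TE families, and counted reads on the sense strand. Their deposited table gives whole counts for 22274 peach gene models and 60 TE families. Every count is an even number, so that each read pair counts as 2. The counts summed to between 14971526 and 35450910 per almond library (median 17008166), between 23452646 and 32140448 per hybrid library (median 30085002) and between 30385356 and 31993702 per peach library (median 31457882). Here the counts were normalized with edgeR's TMM factors and all 9 libraries were fitted in a single model with genotype as the factor. After edgeR's filter on low counts, 19085 features were tested, of which 19036 were genes and 49 were TE families. A difference was called where the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05 and the log2 fold change was at least 1 in either direction. Levels are given as CPM, the counts scaled to a common library size after the TMM normalization. A genotype whose 3 libraries all held at most 6 counts, or 3 read pairs, was taken as not detected, and a fold change against it is given as a lower bound. With 3 libraries against 3, an exact permutation test of a single value cannot give a p below 0.1.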

To study the potential activation of TEs by the interspecific cross, we performed an RNA-seq analysis of the expression in mature leaves of almond, peach and the hybrid. We analysed the possible expression of LTR retrotransposons, LINEs and TIRs (Figure 4A). We found significant transcription levels for 47 TE families: 13 LTR retrotransposon, 17 LINE and 17 TIR. Among them, we found significant differential transcription between the almond, peach and/or the hybrid in 32 families (Figure 4A and B): 11 LTR retrotransposon, 12 LINE and 9 TIR. 

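All 47 families of the paper's list were in the count table, and 44 of them passed the filter on low counts. The families left out by the filter were LINE_12532, TIR_5347 and TIR_11560. The sum over all TE families in the table was 669 ± 69.7 CPM in almond, 438 ± 77.9 CPM in the hybrid and 302 ± 59.0 CPM in peach (SD, n = 3 libraries each). Every pair of genotypes was separated in this sum, with p = 0.1 in the two-sided exact permutation test, the smallest p that the design allows. Much of the sum in almond came from LTR_108. Without that family the sums were 409 ± 72.9 CPM in almond, 343 ± 52.7 CPM in the hybrid and 295 ± 58.4 CPM in peach. The exact permutation test then gave p = 0.1 between almond and peach, p = 0.5 between the hybrid and almond, and p = 0.4 between the hybrid and peach.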

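A difference in at least 1 of the 3 contrasts was called for 27 of the listed families, of which 10 were LTR retrotransposons, 10 LINEs and 7 TIRs. DESeq2 called 32 listed families. Adjusted over all features tested, 14 listed families differed between the hybrid and almond and 16 between the hybrid and peach. Adjusted over the list alone, 18 differed between the hybrid and almond and 20 between the hybrid and peach, but the study chose this list on the same samples, so these counts are not independent evidence. At an unadjusted p under 0.05, 23 listed families differed between the hybrid and almond and 24 between the hybrid and peach.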

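In the fit used here, 26 of the listed families were called between almond and peach. The hybrid was called against peach but not against almond in 8 families higher in almond, and against almond but not against peach in 6 families higher in peach. It lay between the parents and was called against both in 6 families higher in almond and in 1 family higher in peach. It lay between the parents and was called against neither in 3 families higher in almond and in 1 higher in peach. In the remaining 1 family, LINE_9417, which was singled out after its values were seen, the hybrid was like almond. No count of LINE_9417 was found in almond or in the hybrid, against 2.95 ± 1.33 CPM in peach (SD, n = 3), so that peach was at least 11.8-fold higher than the hybrid. Of the other families tested, 17 were called in no contrast.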

In most of the cases, the differential expression is due to differences between peach and almond and the expression in the hybrid is intermediate. 

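Among the listed families, 17 were called higher in almond than in peach and 9 higher in peach than in almond. With DESeq2 these numbers were 18 and 13. Adjusted over the list alone, 18 were higher in almond and 12 in peach, and at an unadjusted p under 0.05 the number differing was 31. The alternative that moved the total of 26 most was a minimum of 10 counts in every library, under which 10 listed families were called, since families absent from 1 parent cannot pass that filter. Leaving out each library in turn gave between 25 and 27 listed families.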

In 18 families the expression was significantly higher in almond than in peach, and in 13 was the opposite. 

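The representative copy of TIR_3706 lies on chromosome 8 of the peach genome from 2311416 to 2316556. The level of this family was 19.9 ± 1.88 CPM in almond, 7.42 ± 4.40 CPM in the hybrid and 18.2 ± 2.22 CPM in peach (SD, n = 3 libraries each). The hybrid libraries differed among themselves, with counts of 76, 286 and 252. Against almond the log2 fold change was −1.42 (standard error 0.41, adjusted p = 0.0455 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against peach it was −1.30 (standard error 0.40, adjusted p = 0.0633 from the same edgeR test), which is not called. Adjusted over the list alone, the same values were 0.0136 and 0.0180. Without hybrid replicate 1, which had the lowest count, the log2 fold changes were −0.96 against almond and −0.84 against peach, both under the minimum for a call. With DESeq2 the family was called against both parents, with an adjusted p of 0.00628 against almond and of 0.0154 against peach. Over all alternatives the adjusted p ranged from 0.00628 to 1 against almond and from 0.0154 to 1 against peach. In the fit used here 0 TE families were called higher and 0 were called lower in the hybrid than in both parents, and 1 family in each direction had an unadjusted p under 0.05 in both contrasts. The family on the higher side was LTR_155, named here after its values were seen, with 21.1 ± 3.20 CPM in almond, 39.3 ± 6.16 CPM in the hybrid and 23.7 ± 3.60 CPM in peach (SD, n = 3). Its log2 fold changes, 0.90 over almond (adjusted p = 0.00908) and 0.73 over peach (adjusted p = 0.0264, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), were below the minimum.

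**Figure D2:**
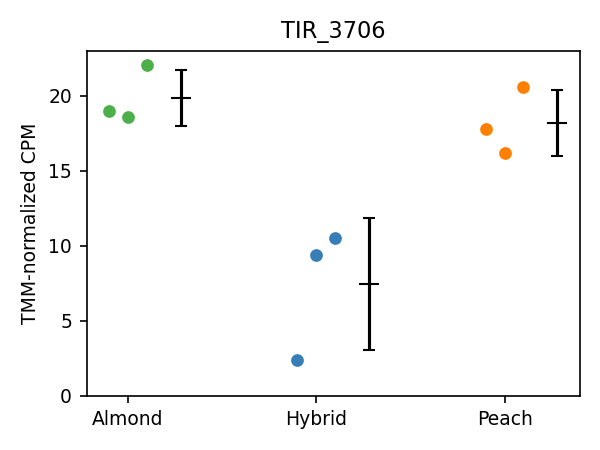
Level of TIR_3706 in TMM-normalized CPM (y axis) in each library of almond, the hybrid and peach (x axis), with the mean and SD of each genotype beside the points. The hybrid libraries lie at 2.39, 9.37 and 10.5 CPM and all 6 parental libraries lie at 16.2 CPM or above.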

Only one of the TE families showed lower significant expression in the hybrid than in the two parental (TIR_3706) and none was expressed at a higher level than in the two parental species.

**Figure 4:**
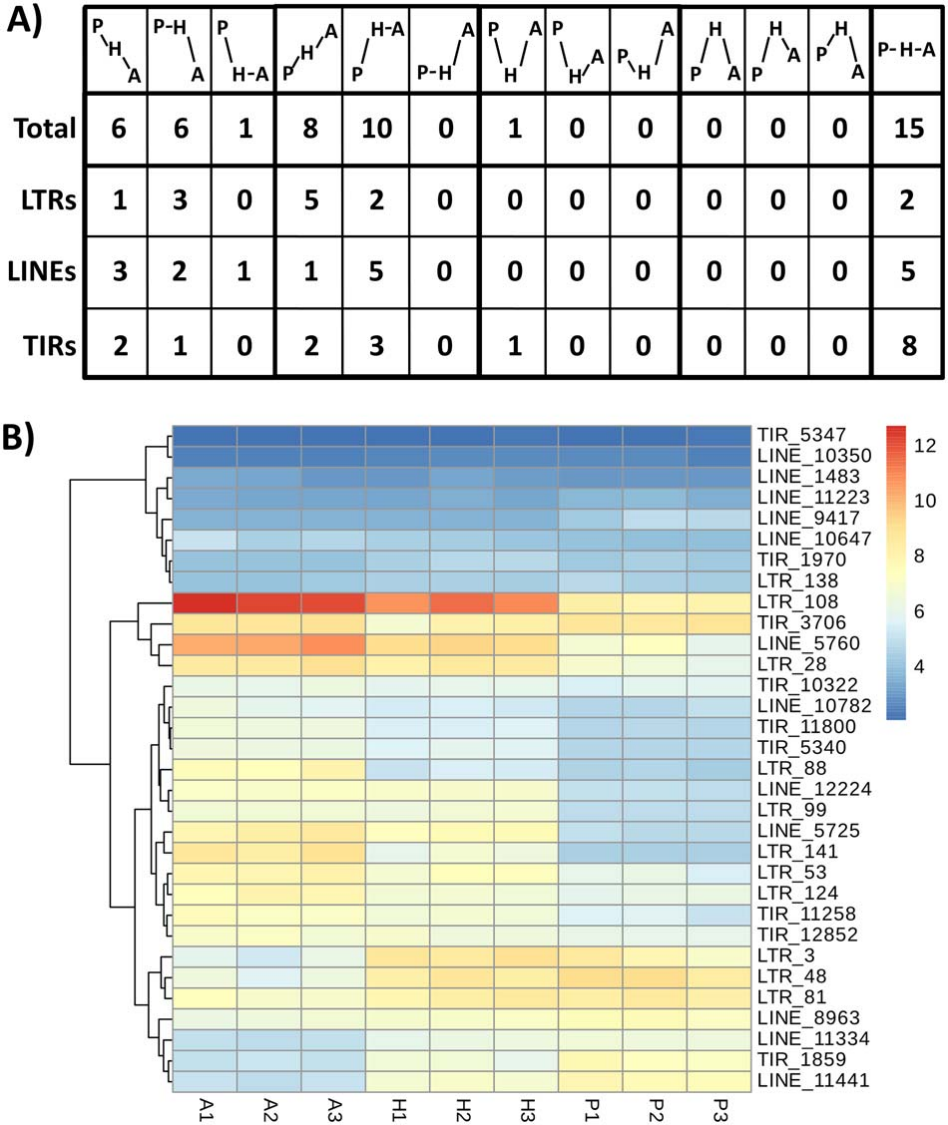
**Transcriptomic analysis of transposable elements in leaves of almond, peach and the hybrid**. A) Patterns of transcription of the TE families. Vertical higher position indicates more transcription (P, peach; H, hybrid; A, almond). Total means the total number of families in peach and almond genomes containing at least one full-length element. B) Heat-map of the transcription levels of the TE families showing expression in at least one of the genotypes. Higher expression is indicated in red and lower expression in dark blue. We show the results of three replicates per sample.

A more detailed analysis of the transcribed LTR retrotransposon families showed that in one case (LTR_99) only the almond genome contains full-length copies and this is correlated with a higher expression in almond (Table 3). 

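No count of LTR_99 was found in the 3 peach libraries, against 6.16 ± 0.258 CPM in almond and 5.61 ± 1.44 CPM in the hybrid (SD, n = 3 libraries each). Almond was at least 30.9-fold higher than peach (adjusted p = 5.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the hybrid at least 28.1-fold higher than peach (adjusted p = 2.4e-05 from the same edgeR test). Between the hybrid and almond the log2 fold change was −0.14 (standard error 0.35, adjusted p = 0.869 from the same edgeR test). The copy that represents the family in the alignment lies on chromosome 2 of the almond genome from 15147254 to 15152054.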

In 8 of the other 10 transcribed families the species with higher levels of transcription is the one with higher copy number and, in the cases in which that does not happen (LTR_48 and LTR_124), the copy numbers are very similar. On the other hand, all the transcribed LTR retrotransposon families except one (LTR_138) contain relatively young copies with an estimated age of 1,4 Mya or less. 

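Of the 11 families of Table 3, 10 were called between almond and peach. The exception was LTR_138, with 0.158 ± 0.273 CPM in almond and 1.46 ± 0.870 CPM in peach (SD, n = 3 each). Its log2 fold change was 3.30 (standard error 1.30, adjusted p = 0.0693 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over its alternatives the adjusted p ranged from 0.00362 to 0.344. Adjusted over the list alone it was 0.0369. In 8 of the 10 families other than LTR_99, the mean level was higher in the parent for which Table 3 gives more copies. LTR_48, with 26 copies in almond and 23 in peach in the paper's table, had 1.45 ± 0.710 CPM in almond and 25.7 ± 9.20 CPM in peach. The log2 fold change of peach over almond was 4.22 (standard error 0.44, adjusted p = 2.7e-05 from the same edgeR test).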

In all the families, the parental species with the younger element is the one showing higher transcription (Table 3).

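Table 3 gives different minimal ages in both parents for 6 families, and in 4 of these the mean level was higher in the parent with the younger copy. The other two were LTR_28 and LTR_124. LTR_28, for which the paper's table gives 1.7 Mya in almond and 0.6 Mya in peach, had 20.8 ± 6.08 CPM in almond and 2.23 ± 1.19 CPM in peach (SD, n = 3 each). Its log2 fold change of peach over almond was −3.21 (standard error 0.39, adjusted p = 8.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LTR_124, with 10.4 Mya in almond and 4.3 Mya in peach in the paper's table, was also higher in almond. For 4 further families both ages are equal in the table.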

**Table 3:** **Transcribed LTR retrotransposon families.** A, almond; P, peach; H, hybrid

**Family**	**Type**	**Pattern of transcription**	**Number of full copies**		**Minimal estimated time of insertion (Mya)**	
			**Almond**	**Peach**	**Almond**	**Peach**
3	Gypsy	A < (P = H)	11	27	1.7	0.0
28	Gypsy	(A = H) > P	16	10	1.7	0.6
48	Copia	A < (P = H)	26	23	0.0	0.0
53	Copia	A > H > P	26	12	0.0	0.0
81	Copia	A < (P=H)	7	8	1.4	1.4
88	Copia	A > (H = P)	10	5	0.8	0.8
99	Copia	(A = H) > P	3	0	1.4	-
108	Gypsy	A > H > P	14	6	0.0	0.5
124	Unclassified	A > H > P	3	4	10.4	4.3
138	Unclassified	A < H < P	4	11	0.8	0.6
141	Copia	A > (H = P)	5	2	1.3	4.6

To validate the RNA-seq data we performed qRT-PCR analysis for nine of the LTR retrotransposon families differentially expressed and the results confirmed their expression profile showing a general agreement with the transcript abundance estimated by RNA-seq (Figure 5).

**Figure 5:**
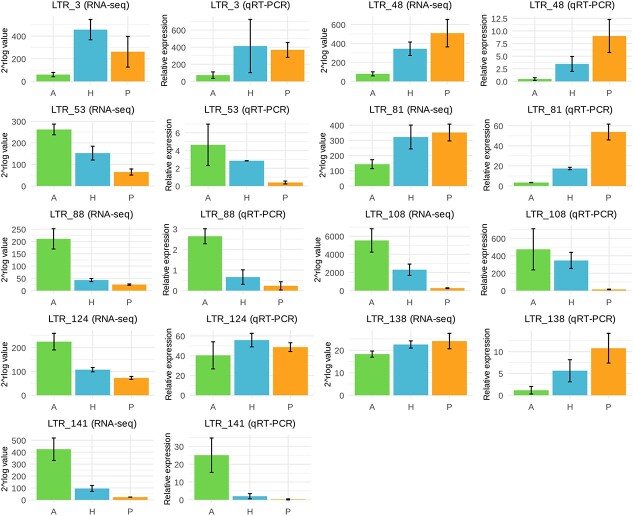
**Transcription of LTR retrotransposon families in leaves of almond, peach and the hybrid.** Transcription levels of LTR retrotransposons in leaves of almond (A, green), peach (P, orange) and the F1 hybrid (H, blue) analysed by qRT-PCR and RNA-seq. The LTR retrotransposon family is indicated in the top.

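For the RNA-seq part the authors also deposited regularized log values of DESeq2 (rlog), which are on the log2 scale, corrected for library size and shrunken. The means of LTR_108 were 12.41 ± 0.32 in almond, 11.13 ± 0.37 in the hybrid and 8.08 ± 0.22 in peach (SD, n = 3 libraries each). Those of LTR_53 were 8.03 ± 0.13, 7.23 ± 0.32 and 5.99 ± 0.34, and those of LTR_88 were 7.70 ± 0.27, 5.41 ± 0.22 and 4.62 ± 0.16, in the same order. Shrinkage pulls low counts together. For LTR_138 the rlog means were 4.19 ± 0.10 in almond, 4.49 ± 0.10 in the hybrid and 4.58 ± 0.20 in peach.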

Next, we tried to identify which of the copies of the differentially transcribed LTR retrotransposon families were the ones that produce transcripts in leaves. For most of the LTR retrotransposon families with differential expression several copies are expressed but from four of them we were able to determine a single copy responsible of all, or most, of the transcription, being in all cases recent insertions present close to genes or inside a gene. In the family LTR_3 the expressed copy is in chromosome 6 of peach (27139890–27 148 350), is estimated to be 1,8 Mya old and is located inside a gene (in an intron) in the same orientation. 

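The deposited table gives 1 count per family and library, of the reads aligned to the representative copy, so the copies have no counts of their own. LTR_3 had 0.902 ± 0.631 CPM in almond, 24.7 ± 6.32 CPM in the hybrid and 12.0 ± 8.25 CPM in peach (SD, n = 3 libraries each). The log2 fold change of peach over almond was 3.84 (standard error 0.65, adjusted p = 0.00084 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That of the hybrid over almond was 4.89 (standard error 0.66, adjusted p = 0.00056 from the same edgeR test). Between the hybrid and peach the log2 fold change of 1.04 was not called (standard error 0.53, adjusted p = 0.251 from the same edgeR test). The copy on chromosome 6 is also the one that represents the family in the alignment. Its methylation in peach was 95.9% in CG, 83.3% in CHG and 18.5% in CHH, and in the hybrid it was 92.9%, 77.9% and 18.7%.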

In the family LTR_81 the expressed copy is in the chromosome 3 of peach (19702391–19 706 564), is estimated to be 1,9 Mya old and is located 3,2 kB from the closest gene. 

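LTR_124 had 12.7 ± 2.86 CPM in almond, 3.77 ± 0.595 CPM in the hybrid and 1.67 ± 0.331 CPM in peach (SD, n = 3 libraries each). The log2 fold change of peach over almond was −2.93 (standard error 0.31, adjusted p = 3.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That of the hybrid over almond was −1.76 (standard error 0.30, adjusted p = 0.00255 from the same edgeR test), and that of the hybrid over peach was 1.17 (standard error 0.30, adjusted p = 0.0280 from the same edgeR test). The copy of this family in the alignment lies on chromosome 7 of the almond genome from 21257163 to 21260133. Its methylation was 95.5% in CG, 6.73% in CHG and 0.25% in CHH in almond, and 92.4%, 6.92% and 0.62% in the hybrid.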

In the family LTR_124 the expressed copy is in the chromosome 7 of almond (21257163–21 260 133), is estimated to be 10,4 Mya old and is located inside a gene (in an intron) in the same orientation. Finally, in the family LTR_141 the expressed copy is in the chromosome 8 of almond (10143038–10 147 556), is estimated to be 1,3 Mya old and is located 35 bases downstream a gene but in opposite orientation.

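For each TE family, the reads were aligned to a representative copy from 1 of the genomes. Of the 26 listed families called between the parents, 17 had a representative copy from almond, and all 17 were higher in almond. The other 9 had a representative copy from peach, and all 9 were higher in peach. The level of the hybrid in these 26 families had a median of 89.3% of the mean of both parents, and ranged from 0% in LINE_9417 to 475% in TIR_1970. TIR_1970 had no count in almond, 1.98 ± 0.686 CPM in the hybrid and 0.836 ± 0.368 CPM in peach (SD, n = 3 libraries each). At these low levels the hybrid was not called against peach. The level of the hybrid lay from 50% to 150% of the mean of both parents in 19 families, below 50% in 3 and above 150% in 4. In LTR_141 almond had 28.2 ± 7.96 CPM, the hybrid 3.68 ± 1.42 CPM and peach no count (SD, n = 3 libraries each), so that almond was at least 141-fold higher than peach. In LTR_81 the levels were 3.96 ± 1.42 CPM in almond, 14.0 ± 4.68 CPM in the hybrid and 15.7 ± 3.45 CPM in peach. The copy of LTR_81 in the alignment lies on peach scaffold Pp06 from 20592080 to 20596991. That of LTR_141 lies on an almond scaffold from 18132 to 22608. Neither is the copy that the paper names as expressed, so both families were counted on other copies. From the intermediate levels in the hybrid, the copy numbers and the expressed copies that it identified, the paper proposes that merging both genomes does not greatly deregulate TEs. It also proposes that most differences between the parents come from transcriptionally active copies that are present in one genome and absent from the other.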

All these data suggest that the merging of the genomes of peach and almond in a hybrid does not greatly deregulate the expression of TEs and that the differential expression of TEs between these two genomes is mainly due to the presence or absence of transcriptional active copies in each of them.

### Analysis of the potential changes in gene transcription in the peach x almond hybrid

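Between peach and almond 4077 genes were called, 2119 of them higher in peach and 1958 higher in almond, which is 21.4% of the 19036 genes tested. Between the hybrid and almond 1438 genes were called, 1065 higher and 373 lower in the hybrid. Between the hybrid and peach 1417 genes were called, 979 higher and 438 lower in the hybrid. A test of the fold change against the minimum itself, in place of a minimum applied after the test, moved these counts by the greatest ratio among the planned settings. With DESeq2 that test left 2065 genes between the parents, 677 between the hybrid and almond and 561 between the hybrid and peach. In a principal component analysis the first component held 57.7% of the variance and placed the 3 hybrid libraries between the 3 almond and the 3 peach libraries. The second component held 13.6% of the variance and set the hybrid apart from both parents. On it the hybrid libraries lay from −68.4 to −63.3 and the parental libraries from 22.1 to 58.7.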

We analysed the possible changes in gene expression in the hybrid (Figure 6). As already mentioned, the peach and almond genome show a high degree of sequence identity (mean of 97.99% in regions aligning 1:1, [27]. Therefore, to facilitate the comparison of the level of expression, we decided to map the RNA-seq reads from peach, almond and the hybrid to a single gene model dataset, that of peach or, alternatively, that of almond. 

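The counts used here are those on the peach gene models. The identifiers in the table are peach gene models without names, and 0 of them occur in the almond gene name table of 26936 genes used here, so genes are given by identifier. With reads of all genotypes aligned to peach models, a gene that differs in sequence between the species can lose almond reads in almond and in the hybrid, which these counts cannot separate from lower expression.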

A global comparison of the expression levels of 13 620 genes orthologous between peach and almond (see methods for parameters used to define orthology), showed an almost perfect correlation between the two deduced profiles (Pearson correlation coefficient = 0.99) (Supplementary Data S2). We present here the results of the analysis performed using the peach gene models (Figure 6) and the almond gene models (Supplementary Data 3). 

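Each of the 22274 gene models in the deposited table had at least 1 count in at least 1 library. A sum of at least 10 counts over the 9 libraries was reached by 21182 gene models. A mean of at least 1 CPM in at least 1 genotype was reached by 17628 gene models, and 19036 passed the filter on low counts of the fit used here.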

From the 26 873 genes present in the annotated peach genome [34] we found that 22 274 of them are significantly expressed in at least one of the three genotypes (peach, almond and hybrid). For 17 439 genes (78,3%) the levels of transcription were similar in the three genotypes. 

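Of the genes tested, 14713 were called in none of the 3 contrasts, which is 77.3%. A further 208 genes were called between the hybrid and 1 parent but not between the parents, 89 of them higher and 119 lower in the hybrid. A gene without a call is not shown to be equal between genotypes, and at an unadjusted p under 0.05 the number of genes differing between peach and almond was 8111.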

For 2389 genes (10,7%) the expression was higher in peach respect to almond and in the F1 hybrid the expression was intermediate or similar to one of the two parents. 

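Genes called higher in peach than in almond, with the hybrid in between or like 1 parent, numbered 2114, or 11.1% of the genes tested. In 874 of them the hybrid was called against almond but not against peach, and in 195 against peach but not against almond. In 141 it lay between the parents and was called against both. In 904 it was called against neither and was counted as in between, without a check of its level. For Prupe.4G164000.1 no count was found in almond, against 93.9 ± 21.1 CPM in the hybrid and 131 ± 20.2 CPM in peach (SD, n = 3 libraries each). Peach was at least 343-fold higher than almond (adjusted p = 6.8e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).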

For 2234 genes (10,0%) the expression was higher in almond respect to peach and in the F1 hybrid was intermediate or similar to one of the two parents. 

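Genes called higher in almond than in peach, with the hybrid in between or like 1 parent, numbered 1952, or 10.3% of the genes tested. In 811 of them the hybrid was called against peach but not against almond, and in 181 against almond but not against peach. In 103 it lay between the parents and was called against both. In 857 it was called against neither and was counted as in between, again without a check of its level. Prupe.3G101600.1 had 146 ± 24.7 CPM in almond, 71.6 ± 12.0 CPM in the hybrid and no count in peach (SD, n = 3 libraries each). Almond was at least 734-fold higher than peach (adjusted p = 3.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The hybrid was lower than almond, with a log2 fold change of −1.03 (standard error 0.18, adjusted p = 0.00572 from the same edgeR test).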

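In the fit used here, 13 genes (0.0683% of those tested) were called higher in the hybrid than in both almond and peach, and 36 genes (0.189%) were called lower than in both. Among planned settings that changed the method or the threshold, the number of higher genes ranged from 0, with DESeq2 testing against the minimum fold change, to 35, without a minimum fold change. The number of lower genes ranged from 6, with a test against the minimum fold change, to 63 with DESeq2. Without hybrid replicate 3, 7 genes were higher, and without hybrid replicate 2, 18 genes were lower. Prupe.5G228400.1 had 4.32 ± 1.26 CPM in almond, 27.6 ± 21.7 CPM in the hybrid and 0.133 ± 0.230 CPM in peach (SD, n = 3 libraries each). Its log2 fold change was 2.66 over almond (standard error 0.67, adjusted p = 0.0269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 7.65 over peach (standard error 0.94, adjusted p = 0.000338 from the same edgeR test). The hybrid libraries held 368, 578 and 1252 counts, and without hybrid replicate 3 the log2 fold change over almond was 1.84 and was not called (adjusted p = 0.186 from the same edgeR test). DESeq2 did not call it over almond either (adjusted p = 0.172), and over 22 alternatives, of which 8 lost the call, the adjusted p from edgeR or DESeq2 ranged from 0.00981 to 1. For Prupe.1G537700.1 no count was found in the hybrid, against 2.18 ± 0.373 CPM in almond and 1.13 ± 1.33 CPM in peach (SD, n = 3). The hybrid was at least 8.71-fold lower than almond (adjusted p = 0.0058 from the same edgeR test) and at least 4.50-fold lower than peach (adjusted p = 0.0111 from the same edgeR test). The peach libraries held 10, 12 and 80 counts, and without peach replicate 4 the bound against peach was 1.44-fold.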

In 152 genes (0,7%) the expression was higher in the hybrid than in the two parental and in 60 genes (0,3%) the expression was lower in the hybrid.

**Figure 6:**
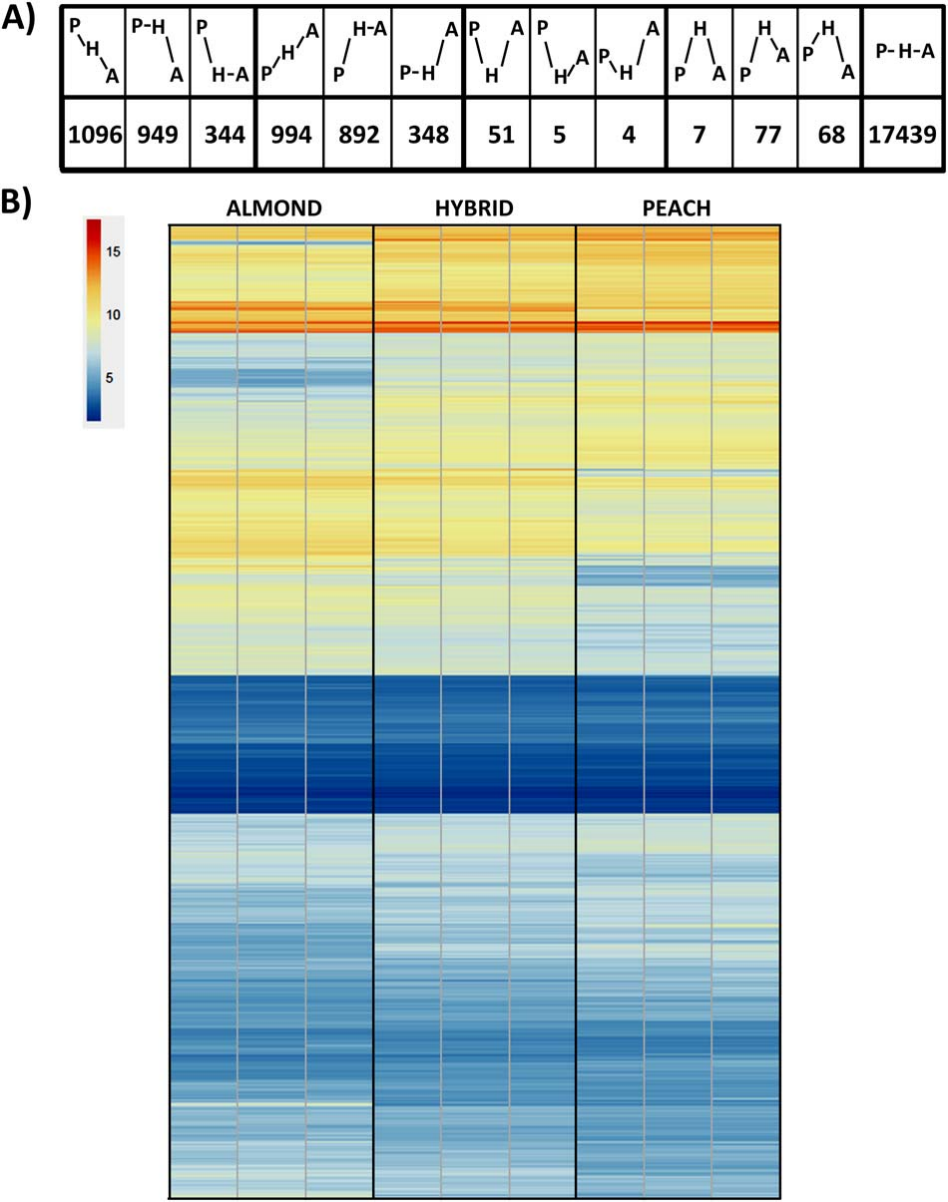
**Transcription of genes in leaves of almond, peach and the hybrid.** Transcriptomic analysis of the genes in leaves of almond, peach and the hybrid. A) Patterns of transcription of the genes. Vertical higher position indicates more transcription (P, peach; H, hybrid; A, almond). B) Average transcription levels of the genes showing significant differential expression in peach, the F1 hybrid and almond. Higher expression is indicated in red and lower expression in dark blue.

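Prupe.1G332600.1 had 3.60 ± 1.92 CPM in almond, 0.571 ± 0.360 CPM in the hybrid and 2.21 ± 1.84 CPM in peach (SD, n = 3 libraries each). Its log2 fold change was −2.65 against almond (standard error 0.74, adjusted p = 0.0404 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.94 against peach (standard error 0.72, adjusted p = 0.119 from the same edgeR test). Prupe.1G334500.1 had 3.70 ± 2.58 CPM in almond, 0.921 ± 0.523 CPM in the hybrid and 3.15 ± 1.48 CPM in peach. Its log2 fold change was −2.01 against almond (standard error 0.63, adjusted p = 0.0642 from the same edgeR test) and −1.76 against peach (standard error 0.62, adjusted p = 0.0984 from the same edgeR test). The first gene was therefore called against almond and the second against neither parent. Both genes carry the same annotation, and whether reads were divided between them in the alignment was not tested. Without almond replicate 2, the highest library of both genes, the log2 fold change against almond was −2.10 (adjusted p = 0.147 from the same edgeR test) for the first gene and −1.22 (adjusted p = 0.284 from the same edgeR test) for the second. Without peach replicate 4, the highest peach library of both genes, the log2 fold change against peach was −0.99 for the first gene and −1.31 for the second. With DESeq2 the adjusted p of the second gene was 0.0141 against almond and 0.0385 against peach, and that of the first was 0.00300 and 0.0505.

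**Figure D3:**
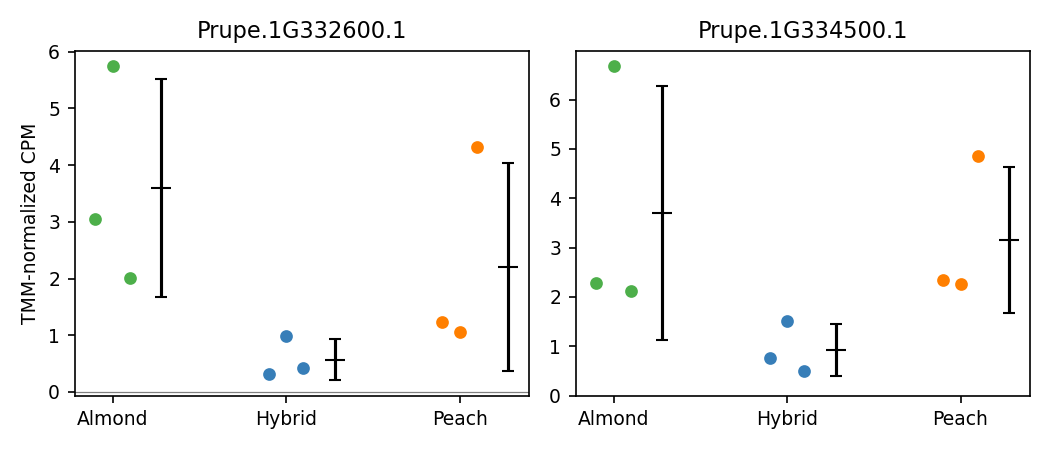
Levels of Prupe.1G332600.1 and Prupe.1G334500.1 in TMM-normalized CPM (y axis) in each library of almond, the hybrid and peach (x axis), with the mean and SD of each genotype beside the points. For the first gene the hybrid libraries lie between 0.314 and 0.983 CPM, and 1 peach library, at 1.06 CPM, lies just above them.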

Among the genes whose expression is significantly lower in the hybrid there are two genes, Prupe.1G332600.1 and Prupe.1G334500.1 (Table 4), annotated as potentially encoding an “RNA-dependent RNA polymerase, eukaryotic-type” showing sequence similarity to the Arabidopsis RDR1 (AT1G14790), one of the enzymes involved in the production of sRNAs, in the defence against viruses [35] and in gene regulation and DNA methylation [36]. 

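Table 4 lists 9 genes, of which 8 passed the filter on low counts. Between peach and almond 0 of them were called, both over all features and adjusted over the list alone, and 2 had an unadjusted p under 0.05. Between the hybrid and peach 0 were called by either adjustment, and 2 had an unadjusted p under 0.05. Between the hybrid and almond 1 was called over all features and 2 adjusted over the list alone, which were both RNA-dependent RNA polymerase genes, and 3 had an unadjusted p under 0.05. The study reports both polymerase genes from among its genes lower in the hybrid in these same samples. For them, the adjustment over the list alone is therefore not independent evidence. It chose the other genes by their possible role in DNA methylation. Of the genes encoding methyltransferases or a demethylase, Prupe.8G038800.1 had the lowest adjusted p. Its levels were 33.1 CPM in almond, 22.6 CPM in the hybrid and 18.2 CPM in peach. Its log2 fold change of peach over almond was −0.87 (standard error 0.22, adjusted p = 0.00923 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the minimum for a call. Without almond replicate 1 it was −1.07 and was called, with an adjusted p of at most 0.0489 over the fits that left out a library (same edgeR test). Without that library the log2 fold change of peach over almond for Prupe.6G119100.1 was 1.48, and this gene was called too. Over the fits that left out a library its adjusted p ranged from 0.0215 to 0.187 (same edgeR test). Prupe.6G011600.1 was left out by the filter, with 0.0424 CPM in almond, 0.0835 CPM in the hybrid and 0.766 CPM in peach. Prupe.6G322700.1 was nearly level, with 72.6 CPM in almond, 74.0 CPM in the hybrid and 74.9 CPM in peach.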

We next analysed other genes possibly involved in DNA methylation encoding DNA methyltransferases or DNA demethylase (Table 4) but none of them showed differential expression among peach, almond and the hybrid.

**Table 4:** Transcription of genes encoding proteins possibly involved in DNA methylation

	**Almond**		**Hybrid**		**Peach**	
	rlog value	SD	rlog value	SD	rlog value	SD
**RNA-dependent RNA polymerase, eukaryotic-type**						
Prupe.1G332600.1	5,89	0,34	5,09	0,16	5,57	0,42
Prupe.1G334500.1	6,11	0,43	5,45	0,19	6,04	0,28
**DNA methyltransferase**						
Prupe.7G183100.1	7,08	0,30	6,64	0,19	6,67	0,30
Prupe.6G011600.1	2,70	0,03	2,71	0,06	2,96	0,15
Prupe.8G038800.1	9,62	0,33	9,21	0,15	8,97	0,15
Prupe.6G322700.1	10,89	0,10	10,90	0,14	10,91	0,26
**DNA demethylase**						
Prupe.7G118000.1	11,37	0,30	11,36	0,13	11,26	0,09
Prupe.7G005000.1	12,34	0,13	12,41	0,15	12,11	0,27
Prupe.6G119100.1	6,48	0,37	6,63	0,10	7,02	0,09

## Discussion

Hybridization is a very relevant and relatively frequent process in plant evolution [2], that has also been used in plant breeding. For example, crosses of different varieties to produce hybrids presenting superior phenotypes as compared with their parents (hybrid vigour) is widely used in crops [37] and interspecific hybridization with crop wild relatives, or highly variable related species, is frequently used to expand the species variability used for breeding [38]. Peach is a self-fertile and naturally self-pollinating species with very low genetic variability [39]. The use in breeding programs of interspecific crosses with other species of the genus *Prunus* has been historically used to increase peach genetic variability [27]. In the last years a growing interest has emerged in the use of these related species for peach breeding, mainly as a source of pathogen resistances [40]. Almond has become an interesting choice for introgressing new genes into peach, mainly due to the high genetic variability present in almond and also for fruit quality traits [27].

In addition to the combination of diverged alleles and different genes, the merging of two different genomes can also be accompanied by epigenetic and structural changes that can be so widespread that have been defined as a “genomic shock” [3]. Here we analysed the possible genetic and epigenetic changes associated with the crossing of peach and almond to produce an interspecific hybrid. Transposons are the primary target of epigenetic mechanisms, and DNA methylation is the main epigenetic modification associated with TE silencing [15]. Therefore, we have compared the DNA methylation of TEs in peach and almond with that of a F1 interspecific hybrid. Our results show that there are no major differences in the methylation of TEs between the two parental species or between both parents and the hybrid. We found some differentially methylated regions that overlap with LTR retrotransposons, the main order of TEs in peach and almond [29]. In some cases, as for the CHG context, and in particularly when comparing the hybrid with peach, most of the DMRs of the same TE family are demethylated in the hybrid, suggesting a possible weakening of the epigenetic silencing and an increased potential for activation associated with the interspecific cross. However, this demethylated trend has no parallel for the CHH context, where different copies of the same LTR retrotransposon family can show hypermethylated and hypomethylated DMRs in the hybrid. Moreover, the analysis of the transcription of the LTR retrotransposons in leaves in the two parents and in the hybrid did not show the reactivation of any of the LTR retrotransposon families after hybridization. In addition, we neither found transcriptional activation of other types of TEs in leaves of the hybrid. These results suggest that the cross of peach and almond did not result in important changes in the regulation of TEs in general and in the LTR retrotransposons in particular. Among the genes that show a reduced expression in the hybrid there are two genes potentially encoding for an RNA-dependent RNA polymerase showing similarity with the RDR1 protein from Arabidopsis, which is involved in the production of sRNAs, viral defence and DNA methylation [35, 36]. However, a closer look at more genes involved in DNA methylation dynamics [41] did not reveal any difference of expression. Only 1% of the genes showed transgressive expression in the hybrid which reinforces the idea that no major genomic changes are induced by the merging of the peach and almond genomes in the hybrid.

There are many examples were interspecific crosses result in genome demethylation and/or TE activation [11, 12]. In consequence, the lack of signs of a “genomic shock” in the peach x almond hybrid may seem surprising. However, not always interspecific crosses result in genome demethylation and/or TE activation as it has been shown, for example, in crosses between *Arabidopsis thaliana* and *Arabidopsis lyrata* [23]. It has been proposed that when merging two different genomes in a hybrid the intensity of the genome rearrangement and TE mobilization could depend on the TE load imbalance and the phylogenetic distance between the parents [7]. Almond and peach are *Prunus* species of the same subgenera, *Amygdalus*, and have diverged only six million years ago [29]. Considering that the mean generation time for these species is 10 years, this explains the high conservation of their genome sequence which is as low as 20 nucleotide substitutions per Kbp [29]. In addition, the two genomes are also very similar in the proportion and types of TEs they content, sharing the majority of TE families and many individual TE insertions [29]. Therefore, the small phylogenetic distance between peach and almond and their shared TE load could be the reason for the absence of a detectable “genomic shock” associated with their interspecific cross.

In conclusion, our work shows that the merging of peach and almond genomes in an interspecific hybrid is not associated with TE reactivation or general alterations in DNA methylation levels and has not a major impact on gene expression. The absence of alterations in the hybrid may facilitate the use of almond as a source of new genetic variability for breeding the low variable peach species.

## Materials and methods

### Plant material and growth conditions

Leaves of *Prunus dulcis* cv Texas, *Prunus persica* cv Early Gold and one interspecific F1 hybrid MB 1.37 were collected from the Experimental Station of Lleida in Gimenells (Catalonia, Spain) kindly provided by IRTA [27]. They were cultivated in the field. Fully expanded leaves were collected at the end of September from normally watered trees at the same time of the day. Seven leaves per genotype were harvested from three replicates per genotype.

### DNA and RNA isolation

High molecular weight genomic DNA was isolated using a sorbitol pre-wash [42] followed by an adapted CTAB method [43]. Total RNA was extracted using the Maxwell RSC Plant RNA Kit and the Maxwell RSC instrument (Promega Corporation, Madison, WI, USA). Complete DNA removal was obtained using the DNA-free DNA Removal Kit (Invitrogen™, Carlsbad, CA, USA).

### Gene and TE reference datasets

Gene annotations were obtained from Genome Database for *Rosaceae* (GDR; https://www.rosaceae.org/). TE library described in [29] was curated to retain only high-confidence TE annotations (based on the presence of structural features, coding domains or homology to known TEs), resulting in a more stringent annotation (Supplementary Data S4, S5 and S6).

### Analysis of DNA methylation

Library preparation was carried out [29], including two bisulfite conversion rounds to ensure high conversion rate. We calculated bisulfite conversion rates by mapping reads to the non-methylated chloroplast genome. The conversion rates were 97% (almond), 98% (hybrid) and 98% (peach). After processing for removal of adapter and low-quality sequences, we obtained between 41.0 and 44.5 million reads for each of the two independent replicates of the three genotypes. Almond and peach trimmed reads were aligned to the corresponding parental genomes. Reads from the hybrid were aligned independently to peach and to almond genomes.

Cytosine methylation was analysed using Bismark v.0.19.1 [44] and SeqMonk software package (v.1.41; Babraham Institute; http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). We only included cytosine positions that had been sequenced at least three times. Reads were mapped with Bismark keeping only unique best alignments. A read was considered to align uniquely if one alignment exists that had fewer mismatches to the genome than any other alignment (or if there was no other alignment). We used a slightly relaxed mapping threshold (Bismark parameters: -N 1, —score_min L,0,-0.6) to allow the reads from both hybrid subgenomes to map to either peach or almond reference genomes. We used SeqMonk to quantify DNA methylation levels. SeqMonk filters each call position by the degree of coverage to produce weighted methylation values. We focused only on TE copies covered by sequencing reads in at least 25% of their length (Supplementary Data S7).

To identify differentially methylated regions (DMRs) we used the R package DMRCALLER [45] using a sliding window of 50 bp and a 50 bp sliding interval. *P*-value for each window was calculated using Fisher’s exact test. The p-values were adjusted for multiple testing using Benjamini and Hochberg’s method to control the false discovery rate [46]. Bins with fewer than three cytosines in the specified context or < 0.25 difference in methylation proportion between the two conditions or an average number of reads lower than 8 were discarded. Finally, bins that were at less 300 bp were joined.

### RNA sequencing and analysis

The RNA-seq libraries were obtained from 2–4 μg of total RNA. For each parental and hybrid genotype, three biological replicates were collected. The RNA-seq libraries were produced using the Truseq stranded mRNA protocol and were sequenced on Illumina platform NextSeq 500 (2x150 bp, Paired-end). To analyse TE transcription, we used the methodology described in [47] with minor modifications. The most similar genomic copy to each assembled contig was identified as a family representative (Supplementary Data S8), using a length coverage cut-off of 80% for retrotransposons and 40% for DNA transposons. RNA-seq reads were aligned to peach transcript models concatenated with peach and almond representative TEs using Bowtie2 [48] through the RSEM package in default parameters, keeping only reads aligned in the sense strand. Differential expression analysis was performed using DESeq2 with a Log fold-change cut-off of one. False Discovery Rate (FDR) was used for multiple-testing correction. DESeq2 regularized log (rlog) values were used as normalized expression data for heatmap construction.

### Validation of retrotransposon differential transcription

Quantitative RT-PCR analyses were performed using three independent RNA extractions per genotype. The cDNAs were synthesized using SuperScript® III Reverse Transcriptase (Invitrogen™, Carlsbad, CA, USA). The primers for RT-PCR are listed in Supplementary Data S7. The qRT-PCR were performed in a Roche LightCycler II using Roche’s SYBR green Master Mix (Roche Applied Science) with the initial denaturation step of 5 min at 95°C, followed by 40 RT-PCR cycles (10 s at 95°C, 10 s at 56°C, and 10 s at 72°C). The Translation Elongation Factor (TEF2) and the RNA Polymerase II (RPII) were used as internal controls to normalize the expression of the tested LTR retrotransposons. The relative levels of gene expression were calculated using the 2 − ΔΔCt method. The specificity of the primers and their product length were verified by agarose gel electrophoresis. The primers for qRT-PCR are listed in Supplementary Data S9.

The identification of the expressed TE copies was performed using RT-PCR using different sets of primers (Supplementary Data S7). 1 μg of total RNA was reverse transcribed using SuperScript® III Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA). PCR cycling conditions were 2 min at 95°C, followed by 35 cycles of 95°C for 30 s, 30 s at the annealing Tm and 1 min/kb at 72°C, and a final step of 10 min at 72°C. Negative reverse transcriptase and non-template controls were used. PCR results were observed using a 1% (w/v) agarose gel. PCR fragments were extracted using Macherey-Nagel™ NucleoSpin™ Gel and PCR Clean-up Kit (Fisher Scientific, UK), cloned into the pGEM-Teasy plasmid using pGEM®-T Easy Vector Systems kit (Promega Corporation, Madison, WI, USA), introduced into *E.coli* and amplified. 8 colonies were selected per PCR fragment and their inserts were sequenced. Sequences were compared with the parental genomes and the expressed copies were identified only if the amplified sequences were more than 99,5% identical to the genomic sequence.

## Acknownledgements

We thank Pere Arús, Maria José Aranzana and Iban Eduardo for their help in providing us with the plant material and useful discussions. Raúl Castanera holds a Juan de la Cierva Incorporación Postdoctoral fellowship IJC2020–045949-I funded by MCIN/AEI/10.13039/501100011033 and by the “European Union NextGenerationEU/PRTR”. This work was funded by grants from the Spanish Ministerio de Economía, Industria y Competitividad (AGL2016–78992-R/FEDER), Ministerio de Ciencia e Innovación (PID2019-106374RB-I00/AEI/10.13039/501100011033), by “ERDF A way of making Europe” and by the CERCA Programme of the Generalitat de Catalunya. We also acknowledge financial support from the Spanish Ministerio de Economía y Competitividad through the “Severo Ochoa Programme for Centres of Excellence in R&D” 2016–2019 (SEV-2015-0533) and CEX2019–000902-S funded by MCIN/AEI/10.13039/501100011033.

## Author contributions

CdT performed the transcriptomic analyses. AB performed the DNA methylation analyses. RC contributed to the bioinformatic analyses. JMC and CMV conceived the research and designed the experiments. All authors contributed to the final version of the manuscript.

## Data availability

All data used in this study are publicly available. Raw and processed RNA-seq and bisulfite sequencing data has been deposited to NCBI GEO repository under the accession GSE198152. Genome sequences and annotations are available in the Genome Database for Rosaceae (https://www.rosaceae.org/).

## Conflict of interests

All authors declare no conflict of interests.

## Supplementary data

Supplementary data is available at *Horticulture Research* online.

## Supplementary Material

Web_Material_uhac127 Click here for additional data file.

# Supplementary material for: Absence of major epigenetic and transcriptomic changes accompanying an interspecific cross between peach and almond
**Source:** Hortic Res. 2022 May 26;9:uhac127. doi: 10.1093/hr/uhac127
**Supplement:** Web_Material_uhac127

Supplemental Data S1 – Annotation statistics of TEs in almond and peach genomes.

| Class | Peach (copies) | Almond (copies) | Peach  (bp) | Almond (bp) | Peach  (% genome) | Almond  (% genome) |
| --- | --- | --- | --- | --- | --- | --- |
| LTR-retrotransposon | 18.807 | 18.751 | 40.018.216 | 35.804.381 | 17,73 | 16,01 |
| LINE | 1.179 | 1.282 | 1.709.736 | 1.970.960 | 0,76 | 0,88 |
| TIR | 5.313 | 4.972 | 20.668.164 | 15.566.752 | 9,16 | 6,96 |
| MITE | 8.754 | 10.466 | 3.046.983 | 3.462.657 | 1,35 | 1,55 |
| Total | 34.358 | 35.801 | 67.495.012 | 58.236.314 | 29,91 | 26,04 |

# Supplementary material for: Absence of major epigenetic and transcriptomic changes accompanying an interspecific cross between peach and almond
**Source:** Hortic Res. 2022 May 26;9:uhac127. doi: 10.1093/hr/uhac127
**Supplement:** Web_Material_uhac127

Supplemental Data S3 - Percentage of TE elements covered by at least 25% of their length.

| Class | Almond | Peach |
| --- | --- | --- |
| LINE | 82 | 92 |
| LTR-retrotransposon | 61 | 68 |
| MITE | 53 | 52 |
| TIR | 55 | 66 |

# Supplementary material for: Absence of major epigenetic and transcriptomic changes accompanying an interspecific cross between peach and almond
**Source:** Hortic Res. 2022 May 26;9:uhac127. doi: 10.1093/hr/uhac127
**Supplement:** Web_Material_uhac127

Supplementary Data S5 - DNA primers used in this work.

| Primer name | Sequence | Used in |
| --- | --- | --- |
| P003_F | AAACAACCATGGTTGGAAGC | RT-PCR |
| P003_R | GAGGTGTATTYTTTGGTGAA | RT-PCR |
| P028_F | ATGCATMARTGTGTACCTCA | RT-PCR |
| P028_R | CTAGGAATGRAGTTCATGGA | RT-PCR |
| P048_F | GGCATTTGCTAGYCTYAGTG | RT-PCR |
| P048_R | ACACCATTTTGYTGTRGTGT | RT-PCR |
| P053_F | CTGATTCCTTGCTCATAGCA | RT-PCR |
| P053_R | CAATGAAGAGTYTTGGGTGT | RT-PCR |
| P081_F | ACTCTGGCCCTGTTGAGCAA | RT-PCR |
| P081_R | TATCTCCACATCCTTTGGCC | RT-PCR |
| P088_F | TAATGGTGTCCAATCTGGCT | RT-PCR |
| P088_R | TTACATGAGAAGGGAATGCC | RT-PCR |
| P108_F | GGTTAGATCTCATGAAGGGA | RT-PCR |
| P108_R | GATGCTAGGCTCTGCGTGTA | RT-PCR |
| P124_F | GGATGAAGCTTGGTGTGATG | RT-PCR |
| P124_R | AGATAAGTTGTCCATAGAAC | RT-PCR |
| P138_F | GTTCCTCTTCAATTGGGTCC | RT-PCR |
| P138_R | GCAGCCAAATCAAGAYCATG | RT-PCR |
| P141_F | CCTTTAGCTACTAACCTGGC | RT-PCR |
| P141_R | GTCCTACTCATGCTGTGAAG | RT-PCR |
| P003_M_F | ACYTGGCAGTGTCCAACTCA | qRT-PCR |
| P003_M_R | TCTATAGCCCACTTCATGAG | qRT-PCR |
| P048_F | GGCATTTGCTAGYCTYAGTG | qRT-PCR |
| P048_M_R | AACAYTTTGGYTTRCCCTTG | qRT-PCR |
| P053_F | CTGATTCCTTGCTCATAGCA | qRT-PCR |
| P053_M_R | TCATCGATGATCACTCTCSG | qRT-PCR |
| P081_M_F | GTGGTTCTACTTGCATATGC | qRT-PCR |
| P081_R | TATCTCCACATCCTTTGGCC | qRT-PCR |
| P088_M_F | TGTGTCTCAATTCAGTTGGC | qRT-PCR |
| P088_R | TTACATGAGAAGGGAATGCC | qRT-PCR |
| P108_F | GGTTAGATCTCATGAAGGGA | qRT-PCR |
| P108_M_R | GTTCCTTCCAATTCTTCCAC | qRT-PCR |
| P124_F | GGATGAAGCTTGGTGTGATG | qRT-PCR |
| P124_M_R | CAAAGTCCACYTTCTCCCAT | qRT-PCR |
| P138_F | GTTCCTCTTCAATTGGGTCC | qRT-PCR |
| P138_M_R | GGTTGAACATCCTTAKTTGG | qRT-PCR |
| P141_M_F | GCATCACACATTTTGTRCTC | qRT-PCR |
| P141_R | GTCCTACTCATGCTGTGAAG | qRT-PCR |
| TEF2_F | GGTGTGACGATGAAGAGTGATG | qRT-PCR |
| TEF2_R | TGAAGGAGAGGGAAGGTGAAAG | qRT-PCR |
| RPII_F | TGAAGCATACACCTATGATGATGAAG | qRT-PCR |
| RPII_R | CTTTGACAGCACCAGTAGATTCC | qRT-PCR |

How the deposited data were processed for this re-analysis (not part of the article)

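Leaves of almond cv Texas, peach cv Early Gold and their F1 hybrid MB 1.37 were compared. DNA methylation was measured by bisulphite sequencing of 6 libraries, 2 per genotype, and transcription by RNA-seq of 9 libraries, 3 per genotype. The genotype of each library was taken from the labels of the deposit. The bisulphite libraries of a genotype carry the replicate numbers 2 and 3, and the peach RNA-seq libraries carry the numbers 1, 3 and 4. No column of sample values was left unused.

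The methylation values are percentages. To make them before they were deposited, the authors aligned the bisulphite reads to the genome of the parent with Bismark 0.19.1, kept cytosines covered at least 3 times and computed the percent of methylated calls of each annotated TE with SeqMonk 1.41. Hybrid reads were aligned to each parental genome in turn. The deposited percentages are 1 value per TE, context and genotype, without the coverage behind it, so the depth is unknown and no interval for a single TE is given. The counts were made by the authors from stranded reads aligned with Bowtie2 through RSEM to peach transcripts joined with representative TE copies, and were deposited without normalization as whole numbers. The deposited count table lists 22334 features, 22274 gene models and 60 TE families, and no count in it is odd, so that a read pair counts as 2. In it, 2 records shared a line and were separated here. The log2 values are regularized log (rlog) values, which the authors computed with DESeq2 from the same counts before they deposited them, so they are corrected for library size and shrunken.

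From the percentages, the mean over all TEs with a value in a genotype was computed for each context, and the difference between the hybrid and each parent was taken on that parent's genome. An interval of 95% was drawn from 1000 bootstrap samples of TEs, and describes the spread over TEs only. No p across TEs is given, since TEs are not replicates. The TE class was taken from the published annotation, which was held in part for LINEs and TIRs. Differentially methylated regions, PCR values and counts on almond gene models were not analysed here, and no genome sequence was used here.

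The counts were tested in R 4.3.3 with edgeR 4.0.16, and with DESeq2 1.42.0 as an alternative. Features were filtered with edgeR's filterByExpr, which left 19036 genes and 49 TE families. Library sizes were scaled with TMM factors, which lay between 0.943 and 1.05. All 9 libraries entered a single fit with genotype as the factor and no replicate block. Benjamini-Hochberg adjustment was made over all tested features, and a difference was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Where the paper fixed a list of families or genes, the p-values were also adjusted over the list alone. A gene was counted as higher or lower in the hybrid than in both parents where it was called in the same direction against each. A test of the hybrid against the mean of the parents on the log2 scale used the same fit. Other values were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

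The libraries held from 7485763 to 17725455 read pairs. A genotype was taken as not detected where its 3 libraries all held at most 3 read pairs, or 6 counts. Such floors cover counting error only. The replicates of a genotype had log2 correlations between 0.935 and 0.980. Their counts differed by more than counting error, with chi-squared values per degree of freedom from 11.2 to 49.3, so none is a copy of another.

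Scripts were tested on simulated data before use. In a simulated table of 19085 features with 200 changed, edgeR called 186 of the changed features, or 93%, and 10 of the 18885 unchanged, with 0 calls in the wrong direction. DESeq2 called 95.5% of the changed and 37 of the unchanged features. Additive hybrids were simulated 20 times from the parents' levels, and tables without any difference 10 times. Other splits of the libraries were counted, 10 for each pair of genotypes and 60 drawn for the hybrid against both parents.

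The settings and most alternatives were fixed before the data were examined. For the counts these alternatives were DESeq2, tests against the minimum fold change, no minimum fold change, other scalings, other filters on low counts, other adjusted p thresholds, fits of only 2 genotypes, a replicate block, leaving out each library in turn and TE families tested on their own. For the pattern classes and the mean of the parents, a stricter rule and a linear scale were tried. For the methylation values they were TEs with a value in both genotypes, medians, weights by TE length, and subsets of TEs by value, length and chromosome. Halved counts, and a rule that needs a call against only 1 parent, were added after the data were seen.

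The genes and families named follow a rule. They are every gene and TE family that the paper names in its text, Table 3, Table 4 or Fig. 5. To these were added the 5 genes called higher and the 5 called lower in the hybrid than in both parents, ranked by the smaller of their 2 absolute log2 fold changes, among genes with all hybrid libraries beyond all 6 parental libraries. The 3 genes highest in almond over peach and the 3 highest in peach over almond were added too, among genes with a mean of at least 10 CPM in the higher parent. Since the identifiers come without gene names, at most 2 rising and 2 falling genes of these are printed, and a feature outside the rule is marked as chosen after its values were seen.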

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

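The tests in this section were chosen after the counts were seen, except the fits that left out single libraries for DIRS_12243 and DIRS_3623. The count table holds TE families outside the paper's list of 47, and the paper analysed LTR retrotransposons, LINEs and TIRs alone. With no control libraries, a family was taken as detected where a library held more than 6 counts. With 3 libraries per genotype, no search for a single outlying library was made.

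DIRS_12243 had up to 714 counts in a library and was detected in 9 of 9 libraries. Its level was 3.23 ± 1.70 CPM in almond, 6.42 ± 2.67 CPM in the hybrid and 17.6 ± 7.78 CPM in peach (SD, n = 3 libraries each). The log2 fold change of peach over almond was 2.43 (standard error 0.50, adjusted p = 0.00324 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DIRS_3623 had up to 198 counts and was detected in 6 libraries, which were those of the hybrid and peach. Its level was 0.0976 ± 0.0866 CPM in almond, 1.09 ± 0.349 CPM in the hybrid and 3.58 ± 2.49 CPM in peach, so that peach was at least 9.38-fold higher than almond, or at least 5.65-fold without peach replicate 1 (adjusted p = 0.00126 from the same edgeR test). In both families the level of every peach library was above that of every almond library, which chance alone gives for 10% of features in either direction. The hybrid lay at 61.7% of the mean of both parents in DIRS_12243 and at 59.3% in DIRS_3623. A single library does not account for the difference between the parents. Leaving out each library in turn left the log2 fold change of DIRS_12243 at 2.08 or above. The fitted log2 fold change of DIRS_3623 stayed at 4.30 or above, and was lowest without peach replicate 1. Almond was not detected for DIRS_3623, so this fitted value goes past what the counts can show. For the size of that difference, only the bound of 5.65-fold without peach replicate 1 is taken. Both families were called in all 9 fits. Over all alternatives the adjusted p ranged from 7e-06 to 0.0382 for DIRS_12243 and from 8e-08 to 0.00887 for DIRS_3623, with the lowest values from DESeq2. The genome of the copy that represents these families is not given in the tables used here, so reads that align poorly to that copy were not tested as a cause. A difference between the species in copy number or in transcription stays open and was not tested.

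LARD_9973 had up to 202 counts and was detected in 9 libraries, and MITE_108 had up to 66 counts and was detected in 8. The lowest library of LARD_9973 held 40 counts, which argues against counts near the limit of detection for this family. The lowest library of MITE_108 held 6 counts, at the limit, and for this family counts near the limit of detection and a low level of transcription cannot be told apart. The levels of LARD_9973 were 3.69 ± 1.63 CPM in almond, 3.83 ± 1.82 CPM in the hybrid and 2.89 ± 1.36 CPM in peach (SD, n = 3). Those of MITE_108 were 1.91 ± 1.48, 1.33 ± 0.980 and 0.417 ± 0.189 CPM in the same order. Neither was called in any contrast of the edgeR fit, but DESeq2 called MITE_108 higher in almond than in peach. For MITE_108 the log2 fold change of peach over almond was −2.17 (adjusted p = 0.0937 from the same edgeR test), which passes a threshold of 0.1 but not of 0.05. MITE_127 had up to 44 counts, in a peach library, and was detected in 4 of 9 libraries. For MITE_127, counts near the limit of detection and a low level of transcription cannot be told apart, since so few libraries pass the limit. Reads from a gene that contains or flanks a copy were not tested as a source for these families, and no biological explanation was tested.

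In 5 further families a single library passed the limit. These were TIR_5216 with 20 counts in almond replicate 2, LINE_10342 with 16 counts in peach replicate 4, LTR_82 with 10 counts in almond replicate 3, TIR_10893 with 8 counts in hybrid replicate 1 and TIR_11920 with 8 counts in almond replicate 2. Neither a technical nor a biological explanation was tested for them, since 1 library of 9 gives no comparison.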

How the results depend on the processing

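No test of a cause is part of this section, and the halved counts and the rule of a call against 1 or both parents were chosen only after the results were seen. Among counts of calls and other leading results, 251 of 317 values under alternatives stayed within 1.5 times the main count or within the spread, 63 moved and 3 were reversed. For the named genes and families, 636 of 697 values kept their direction and their side of the threshold when a setting other than the libraries was changed, 46 were weaker, 14 stronger and 1 reversed. DESeq2 gave 99.4% of the genes called between almond and peach, 99.0% of those between the hybrid and almond and 98.3% of those between the hybrid and peach. Scaling by other factors changed the counts little. With library totals only, the genes differing between almond and peach were 1954 higher and 2115 lower in peach, against 2119 and 1958, and the median log2 fold change moved from 0.00236 to −0.0729. The cause was not tested for any change below unless it is given.

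The genes differing between almond and peach numbered 4077 here, and 6205 with no fold change minimum. They numbered 2355 with glmTreat, 2065 with DESeq2 with lfcThreshold 1, both of which test against the minimum fold change, and 2627 with at least 10 counts in every library. The genes differing between hybrid and almond numbered 1438 here, 682 with glmTreat, 677 with DESeq2 with lfcThreshold 1, 798 with at least 10 counts in every library and 908 with an adjusted p under 0.01. The genes differing between hybrid and peach numbered 1417 here, and 582, 561, 923 and 835 under the same alternatives. The minimum of 10 counts in every library removes genes that are absent from 1 parent. By the same construction, it left 11 of the 28 TE families differing between almond and peach, and 10 of the paper's 47 TE families differing between almond and peach in place of 26. In the test of hybrid against the mean of the parents, 745 genes were called here, 365 with glmTreat, 319 with DESeq2 with lfcThreshold 1, 252 with at least 10 counts in every library and 476 with an adjusted p under 0.01. With a midparent on the linear scale, as a description without a test, 1425 genes lay at least 2-fold away from it, 364 above and 1061 below, whereas 656 of the 745 genes were above the midparent on the log2 scale.

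In the expression pattern classes, 2005 genes were counted as intermediate here. These include genes called against neither parent, whose level was not checked to lie in between. The number was 3395 with no fold change minimum, 1226 with glmTreat, 954 with DESeq2 with lfcThreshold 1, and 244 when intermediate was used only where the hybrid is called against both parents, which leaves out by construction the genes called against neither.

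The genes higher in the hybrid than in both parents numbered 13 here. They numbered 35 with no fold change minimum, 22 with an adjusted p under 0.1, 6 with at least 10 counts in every library, 4 with an adjusted p under 0.01, 1 with glmTreat with log2 fold change 1 and 0 with DESeq2 with lfcThreshold 1. The genes lower in the hybrid than in both parents numbered 36 here. They numbered 63 with DESeq2, 57 with an adjusted p under 0.1, 9 with an adjusted p under 0.01, 6 with glmTreat with log2 fold change 1 and 6 with DESeq2 with lfcThreshold 1. With the hybrid called against 1 or both parents and the parents not called apart, 97 genes were higher and 149 lower with edgeR, and 149 were higher and 277 lower with DESeq2, since this rule asks for fewer calls. For TE families higher in the hybrid than in both parents the number was 0 here and 1 with no fold change minimum. For TE families lower in the hybrid than in both parents it was 0 here, with 1 at an unadjusted p under 0.05 in each direction. It was 1 with DESeq2, 1 with an adjusted p under 0.1, 1 for TE families with gene-only factors and adjusted over the TE families alone, and 1 for read pairs (deposited counts halved), where 18035 features were tested.

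The 9 fits that each left out a library gave from 3797 to 4041 genes between almond and peach, from 1131 to 1525 between the hybrid and almond and from 1099 to 1441 between the hybrid and peach. The number of intermediate genes ranged from 1901 to 2206 and that of genes called against the mean of the parents from 571 to 733. The genes higher in the hybrid than in both parents ranged from 7 without hybrid replicate 3 to 20 without hybrid replicate 1. The genes lower in the hybrid than in both parents ranged from 18 without hybrid replicate 2 to 34 without peach replicate 1. They numbered 19 without hybrid replicate 1, 23 without hybrid replicate 3 and 23 without almond replicate 1, and a fit with fewer libraries also has less power. Of 459 values for named genes and families, 407 kept their call, 47 were weaker, 3 stronger and 2 reversed. The reversed values were those of 2 genes nearly level between the parents. The log2 fold change of peach over almond ranged from −0.11 to 0.19 for Prupe.6G322700.1 (without peach replicates 1 and 4) and from −0.31 without almond replicate 3 to 0.0542 without almond replicate 1 for Prupe.7G118000.1. With library totals only, the value of log2 peach over almond Prupe.6G322700.1 was −0.0277.

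Libraries that carry the same replicate number did not deviate together. The correlation of their deviations from the genotype means ranged from −0.0618 to 0.154 over 7 pairs, with 2 over 0.1, and from −0.195 to 0.104 over the 20 other pairs. The numbers therefore do not pair the samples. With a replicate block in the fit, which fits more parameters on the same libraries, the genes higher in the hybrid than in both parents numbered 7 and the genes lower in the hybrid than in both parents 22, and no other total of calls moved by over 1.5 times. Of the classes, P>(H=A) moved from 195 to 117 genes, and the genes higher in peach with the hybrid in between and called against both from 141 to 68. Among 51 results for named genes and families, 8 lost their call with the block and 1 gained one.

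The CG and CHG differences of all TEs kept their direction under every alternative run, and the CHH differences did not. Over TEs with a value in both genotypes, the differences were 0.910 points in CHH against almond, and −2.44 in CG, −4.70 in CHG and 0.0269 in CHH against peach. As differences of medians they were −0.485 in CG and −0.111 in CHH against almond, and −5.67 in CHG and −0.795 in CHH against peach. Weighted by TE length they were −0.0553 in CHH against almond, and −2.34 in CG and −0.510 in CHH against peach. Over TEs of at least 500 bp they were 0.0831 in CHH against almond, and −2.46 in CG and −0.620 in CHH against peach. Over the 8 chromosomes the CHH difference against almond was −1.89.

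By TE class, 102 of 144 values stayed within their interval, 25 moved and 17 were reversed. The reversed values over TEs with a value in both genotypes were, in CHH, 0.860 (LTR retrotransposons), 2.24 (MITEs) and 0.406 (TIRs) against almond, and 0.168 (LTR retrotransposons) and −0.489 (MITEs) against peach. With medians they were, in CHH against almond, 0.337 (LTR retrotransposons), 0.808 (MITEs) and 0.206 (TIRs), and for LINEs against peach −6.05 in CG, 6.70 in CHG and 0.230 in CHH. Weighted by length they were, in CHH against almond, 0.257 (LTR retrotransposons), 0.365 (LINEs) and 0.0849 (TIRs). Over TEs of at least 500 bp they were, against almond, 0.601 (LTR retrotransposons in CHH) and 1.48 (MITEs in CG), and, against peach, −0.0665 (MITEs in CHH). The CHG level of LTR retrotransposons above TIRs, examined under the same alternatives only after its value was seen, was 4.03 in almond, 5.54 with medians and 3.17 weighted by length. In peach it was 3.50, 4.37 with medians and −0.184 weighted by length. From 15 to 21 of the 24 class differences were below 0 under these alternatives. A coverage minimum, leaving out a bisulphite library and alternatives for differentially methylated regions were not run, since the values used here give neither coverage, single libraries nor regions. No paired analysis was possible because the methylation values of a genotype come as 1 number per TE.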

Differences from the paper's values

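No test of a cause was made for these differences, and halved counts and the rule of a call against 1 or both parents were chosen only after the values were seen. A gap is called closed where a count came within 1.5 times of the paper's value, or a methylation difference within the larger of both errors, so a closed gap need not be an equal value. For genes higher in the hybrid than in both parents the paper's value is 152 and the value here is 13. None of the alternatives set before the data were examined closed the gap, and they gave from 0 to 35 genes. Counting genes called by DESeq2 against 1 or both parents with the parents not called apart, a rule chosen after seeing the values, gave 149, and the same rule with edgeR gave 97. For genes lower in the hybrid than in both parents the paper's value is 60 and the value here is 36. Of the alternatives set before the data were examined, DESeq2 (63), no fold change minimum (48) and an adjusted p under 0.1 (57) closed the gap, and the others run did not. The rule chosen after seeing the values gave 149 lower genes with edgeR and 277 with DESeq2, farther from the paper's value.

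For TE families lower in the hybrid than in both parents the paper's value is 1, which is TIR_3706, and the value here is 0, with 1 family at an unadjusted p under 0.05. Among the alternatives set before the data were examined, DESeq2, an adjusted p under 0.1 and TE families with gene-only factors and adjusted over the TE families alone gave 1 family and closed the gap, and the others did not. Halved counts, chosen after seeing the values, also gave 1. For the families of the list, the paper's values are 18 higher in almond, 13 higher in peach and 32 differing in any contrast, and the values here are 17, 9 and 27. DESeq2, set before the data were examined, gave 18, 13 and 32, and an adjusted p under 0.1 and TE families adjusted alone also gave 18 higher in almond. For the class P>(H=A) the paper's value is about 340 genes in Fig. 6A, read by eye, and the value here is 195. Of the alternatives set before the data were examined, DESeq2 (248), no fold change minimum (389), an adjusted p under 0.1 (245) and fits of only the 2 genotypes compared (251) came within 1.5 times of the paper's value, all but no fold change minimum still below it, and the others did not. For the class A>(H=P) the paper's value is about 350 genes in Fig. 6A, read by eye, and the value here is 181. DESeq2 (258) and no fold change minimum (328) came within 1.5 times of it, both still below, among the alternatives set before the data were examined, and the others did not.

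For the CHG methylation of TEs the paper's value is 4.6 points more in peach than in the hybrid, and the value here is 4.04. The mean over TEs with a value in both, at 4.70, closed the gap, and the other alternatives set before the data were examined did not, with values from 3.93 to 5.67. In Fig. 1, read by eye, the hybrid minus almond in CG is about −0.5 points in the paper, and here it was −0.804. The difference of medians, −0.485, closed the gap, and the others set before the data were examined did not. In CHH the hybrid minus almond is about −0.4 points in the paper's Fig. 1, read by eye, and here it was −1.61. The hybrid minus peach is about −1.7 points in CHH in the paper's Fig. 1, read by eye, and here it was −2.23. None of the alternatives set before the data were examined closed either CHH gap.

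For the share of TEs covered the paper's value is 35% for MITEs in the hybrid on the peach genome, and the value here is 23.3%. The paper's shares ask for coverage of at least 25% of a TE's length. Those here ask only for a percentage in at least 1 context, so the measures differ. For TIRs the paper's values are 55% in almond, 52% in the hybrid on the peach genome and 37% in the hybrid on the almond genome. Over the TIRs whose class was known here, the values were 87.5%, 81.9% and 76.7% in the same order. For the number of copies the paper's values are 1179 LINEs in peach, 1282 LINEs in almond, 5313 TIRs in peach and 4972 TIRs in almond, and the numbers here are 650, 834, 2322 and 2234, with the class held in part. For the CHG methylation of LTR retrotransposons above TIRs the lower end of the paper's range is 10 points, and the values here are 4.03 in almond and 3.50 in peach. The alternatives set for the methylation differences, applied to this value only after it was seen, gave from 3.17 to 5.54 in almond and from −0.184 to 4.37 in peach, and none closed the gap. For the number of TEs with a CG value, the paper's values in Fig. 2, read by eye, are about 7200 LTR retrotransposons in almond, about 2500 MITEs in almond and about 940 LINEs in peach, and the numbers here are 12777, 3751 and 566. The paper's minimum of covered length was not applied to these numbers either. For the shares and numbers of this paragraph no alternative was set before the data were examined, and none was run.

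The paper gives TEs less methylated in the hybrid in every comparison, whereas the CHH difference against almond was −1.61 over all TEs and 0.910 over TEs with a value in both. It excludes CHH against almond from the significant decreases, and the interval here did not include 0. It gives a larger CHG difference from peach for LTR retrotransposons and for TIRs than the −4.17 and −4.42 found here. Over TEs with a value in both these were −4.86 and −5.02, and weighted by length the TIR value was −5.08. It gives MITEs of peach and of the hybrid as equally methylated in CHH, whereas the difference here was 2.06, and −0.489 over MITEs with a value in both. It reports no significant difference in any context between the MITEs of almond and the hybrid, whereas the interval of the CHG difference here, 1.25, did not include 0. That interval is over TEs, which are not replicates, and over MITEs with a value in both the difference was 0.191. Among classes closer to peach it names LINEs in CHG and MITEs in CHH, whereas LINEs in CG and CHG were closer to peach here. Over TEs with a value in both, MITEs in CHH were among the exceptions.

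The paper gives both RNA-dependent RNA polymerase genes as lower in the hybrid. Prupe.1G332600.1 was called here against almond but not against peach, and Prupe.1G334500.1 against neither parent. DESeq2 and an adjusted p under 0.1 called Prupe.1G334500.1 against both parents, and a replicate block and p-values adjusted over the Table 4 list alone called it against almond. DESeq2 called Prupe.1G332600.1 against almond alone. For TIR_3706, which the paper gives as lower than in both parents, the log2 fold change against peach was −1.30 and was not called. It was called against both with the settings that gave 1 family above, and with p-values adjusted over the list alone. In Table 3 the paper gives LTR_53 as intermediate, and here the hybrid was not called against almond (log2 fold change −1.18), whereas DESeq2, an adjusted p under 0.1 and p-values adjusted over the list alone called it against both parents. The paper gives LTR_88 and LTR_141 as alike in the hybrid and peach. Here the hybrid was higher than peach, with a log2 fold change of 3.10 for LTR_88 and at least 18.4-fold for LTR_141, and DESeq2 called both too. It gives LTR_138 as different between all genotypes, whereas here it was called in no contrast, and DESeq2 called it between the parents alone. An adjusted p under 0.1, TE families adjusted alone, p-values adjusted over the list alone, a fit without almond replicate 3 and halved counts, the last chosen after seeing the values, also called it between the parents. The paper ties higher transcription to the younger copy in all families, whereas LTR_28 and LTR_124 were higher here in the parent with the older copy.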

Other observations

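The tests in this section were chosen only after the results were seen. The mean CHH methylation of TEs was lower in the hybrid than in either parent, and the TEs that enter each mean differ. The 5259 TEs with a CHH value in almond alone had a mean of 26.3%, against 13.6% for the 18663 TEs with a value in both. The 4322 TEs with a value in peach alone had a mean of 27.7%, against 14.8% for the 18822 TEs with both. Over the TEs with a value in both, the CHH difference was 0.910 points against almond and 0.0269 against peach. Different sets of TEs may therefore account for the lower CHH means, since over all TEs those lost in the hybrid had higher levels. This also held for MITEs of almond and for LTR retrotransposons of both parents. MITEs of peach went the other way, with a mean of 37.7% for the 1791 lost and of 43.7% for the 1865 with both values. A loss of CHH methylation on the TEs without a value in the hybrid stays open, since no value there can show it.

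Over TEs with a value in both, CHH methylation was higher in the hybrid than in almond in 8 of 8 chromosomes. It rose by 3.25 points among the 2064 TEs with a mean level of the pair between 20% and 40%, and by 0.146 among the 3694 TEs under 5%. Among the 1280 TEs from 40% up the rise was smaller again, at 1.30 points. Less complete bisulphite conversion in the hybrid is a technical explanation, which would raise TEs nearly free of methylation as well. Over the 186 TEs with at most 10% in CG and CHG in both genotypes, the CHH difference was −0.00763 points (95% interval −0.209 to 0.193), which argues against it. The conversion rates that the paper gives, 97% for almond and 98% for the hybrid, do not show less complete conversion in the hybrid either. Hybrid reads that align to a copy other than their own were not tested, and a biological difference stays open and was not tested.

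CHG methylation was lower in the hybrid than in peach, where the mean level of peach was 65.3% and that of almond 62.6%. Reads of the almond alleles that align to the peach genome would bring the hybrid values toward almond, and on the almond genome reads of the peach alleles would then raise the hybrid above almond. Over TEs with a value in both on the almond genome, the hybrid was below almond, at −0.634 points. The difference was below 0 on 8 of 8 chromosomes. Over TEs with a value in both on the peach genome, the hybrid was below peach by more than the parents differ in their means, at −4.70 points. Both values would go against mixing of alleles as the whole cause if the parents differed at these TEs as they do in their means. Those means are over different TEs on each genome, and the alleles of a TE were not matched, so the values do not decide it. Each genotype also has 1 value per TE and no replicate spread. Mixing as the whole or a part of the cause stays open, since the percentages do not separate the alleles, and a lower methylation in the hybrid was not tested apart from it.

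More genes were called higher than lower in the hybrid, 74.1% of the calls against almond and 69.1% of those against peach. With library totals only the share against almond was 72.7%, which argues against the composition factors of the normalization as the cause. Expression of the hybrid at the linear mean of the parents is a candidate explanation, since a linear mean lies above the log mean. Simulated additive hybrids gave 84.1% higher calls against almond (from 82.6% to 85.6% over 20 simulations) and 81.6% against peach (from 79.8% to 83.0%). The observed shares lie below these ranges. The simulation took the observed parental means as true, and it called from 4643 to 4777 genes between the parents, where 4077 were observed. Its parents thus lay farther apart than those observed. Additive expression may give the direction, and whether it gives the whole distribution stays open. Against the mean of the parents on the log2 scale, 656 genes were higher and 89 lower, whereas the simulated hybrids gave a mean of 687 higher and 5.65 lower, with at most 10 lower. Among 60 splits of the libraries with 3 in the place of the hybrid, 2 gave as many genes in the test of hybrid against the mean of the parents, the true one and the split with the almond libraries in that place. The other splits mixed genotypes in that place, so they cannot decide against chance. The simulated tables without any difference gave at most 1 gene in that test.

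Called beyond both parents were 36 lower and 13 higher genes. The excess of lower genes did not appear without hybrid replicate 1, with 20 genes higher and 19 lower, and it is not taken as a pattern here. Additive expression and the hybrid libraries shared by both contrasts gave at most 5 lower genes (mean 2.3) and at most 4 higher genes (mean 1.2) over 20 simulations, which argues against them as the whole cause. A limit is that the parents of these simulations lay farther apart than those observed. For the number of lower genes, another explanation is 1 hybrid library, but without each of the hybrid libraries in turn at least 18 were called, more than the additive hybrids gave. A further explanation is genes near the floor, but 31 of the lower genes had a mean of at least 1 CPM over the genotypes. Of 60 splits of the libraries, 2 gave as many higher genes and 2 gave as many lower genes. In each case these were the true split and the split with the almond libraries in the place of the hybrid, which gave 130 higher and 877 lower genes. The other splits mixed genotypes in that place, which widens the spread, so they cannot decide against chance. A split with all peach libraries in that place was not drawn. Almond thus lies beyond the hybrid and peach in more genes than the hybrid lies beyond both parents. Reads of almond alleles that align poorly to peach gene models were not tested, and expression that departs from additivity stays open as a hypothesis.

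Of 196 genes found in almond and at the floor in peach, 13 were at the floor in the hybrid (6.63%), and of 281 genes found in peach and at the floor in almond, 9 were (3.20%). The genes of almond alone had a median of 44.5% of the parental level in the hybrid, and those of peach alone 45.0%. If a heterozygous parent passed on a silent or absent allele, the share is expected to be larger for almond, which the paper gives as mostly self-incompatible, than for peach. The shares did not differ by more than counting error (p = 0.118, Fisher's exact test over genes, which are not replicates). An allele not passed on and silencing in the hybrid cannot be told apart here, since no genotype calls of the plants were used.

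TIR_3706 had fewer counts in hybrid replicate 1 than in the other hybrid libraries. Without that library the log2 fold change against peach was −0.84 (adjusted p = 0.0292 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a range of the adjusted p from 0.0154 to 1 over all alternatives. A single low library is therefore not the whole cause, although the decrease without it is smaller than the minimum for a call. The copy of this family in the alignment had a CHG level of 20.9% in peach and of 47.2% in the hybrid, a rise of 26.3 points. Among 147 peach TEs of at least 1000 bp within 5 points of that level, the median change was 3.61 points and 27 TEs rose at least as much, or 18.4%. The rise may thus lie within the spread of single copies, and a tie between it and the lower transcription was not tested on other copies of the family.

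The direction of transcription followed the genome of the representative copy. Of the families called between the parents, 17 with an almond copy were higher in almond and 9 with a peach copy were higher in peach, with none the other way (p = 3.2e-07, Fisher's exact test over families, which are not replicates). Over all 44 tested families of the list, 20 with an almond copy were higher in almond and 1 in peach, and 5 with a peach copy were higher in almond and 18 in peach (p = 5.3e-07 in the same Fisher's exact test). Alignment that favours reads of the genome of the copy and transcription of copies present in that genome alone cannot be told apart, because the paper chose the copy by its similarity to contigs assembled from transcripts and the counts do not separate copies.

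Whether a change of methylation on the representative copy accompanies a level of the hybrid away from the mean of the parents was examined over TE families. Spearman's rho between both changes was −0.261 in CHG (n = 37, permutation p = 0.118), −0.248 in CG (n = 37, permutation p = 0.139) and −0.264 in CHH (n = 38, permutation p = 0.109), each with an adjusted p of 0.139. Pearson's r in CHG was −0.362 (permutation p = 0.0330, adjusted p = 0.0990 over the contexts by Benjamini-Hochberg), and 0.0134 in CG (permutation p = 0.931) and −0.0541 in CHH (permutation p = 0.727). Without the 2 families farthest out in each context, chosen after their values were seen, Pearson's r and Spearman's rho were −0.288 and −0.151 in CHG (without TIR_3706 and LINE_12224), −0.156 and −0.288 in CG (without TIR_1970 and LINE_9417) and −0.131 and −0.300 in CHH (without LINE_5760 and LTR_53), so that rho moved toward 0 in CHG and away from it in CG and CHH. The relation and its absence cannot be told apart at this number of families. The copies with the greatest loss of CG methylation include those of TIR_1970, which went from 70.2% in peach to 24.1% in the hybrid, and of LINE_9417, which went from 46.2% to 6.41%. The hybrid had 475% of the mean of both parents in TIR_1970 and 0% in LINE_9417, so the families did not go the same way in this measure. The hybrid was not called against peach in TIR_1970, where almond had no count.

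For genes differing between almond and peach, TE families differing between almond and peach, genes differing between hybrid and almond and genes differing between hybrid and peach, 1 of the 10 splits of the 6 libraries gave as many calls, which was the true split. The 9 other splits gave 0 calls in each case. With 10 splits the share cannot fall under 0.1, so this count alone does not decide against chance. The 10 simulated tables without any difference gave at most 1 gene between almond and peach, at most 1 higher and 0 lower in the hybrid against almond, and at most 1 higher and 2 lower against peach, where 4077, 1438 and 1417 genes were called. For the genes these values argue against chance as the source of the calls, and the TE families between almond and peach were not counted in the simulated tables. For TE families higher in the hybrid than in both parents and for TE families lower in the hybrid than in both parents, 60 of 60 splits gave at least as many as the 0 called, with 1 family in each direction at an unadjusted p under 0.05. This says nothing about a difference in either direction. No biological explanation was tested by these splits.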
